# An H3K4me3 reader, BAP18 as an adaptor of COMPASS-like core subunits co-activates ERα action and associates with the sensitivity of antiestrogen in breast cancer

**DOI:** 10.1093/nar/gkaa787

**Published:** 2020-09-28

**Authors:** Ge Sun, Chunyu Wang, Shengli Wang, Hongmiao Sun, Kai Zeng, Renlong Zou, Lin Lin, Wei Liu, Ning Sun, Huijuan Song, Wensu Liu, Tingting Zhou, Feng Jin, Zhongyan Shan, Yue Zhao

## Abstract

Estrogen receptor alpha (ERα) signaling pathway is essential for ERα-positive breast cancer progression and endocrine therapy resistance. Bromodomain PHD Finger Transcription Factor (BPTF) associated protein of 18kDa (BAP18) has been recognized as a crucial H3K4me3 reader. However, the whole genomic occupation of BAP18 and its biological function in breast cancer is still elusive. Here, we found that higher expression of BAP18 in ERα-positive breast cancer is positively correlated with poor prognosis. ChIP-seq analysis further demonstrated that the half estrogen response elements (EREs) and the CCCTC binding factor (CTCF) binding sites are the significant enrichment sites found in estrogen-induced BAP18 binding sites. Also, we provide the evidence to demonstrate that BAP18 as a novel co-activator of ERα is required for the recruitment of COMPASS-like core subunits to the *cis*-regulatory element of ERα target genes in breast cancer cells. BAP18 is recruited to the promoter regions of estrogen-induced genes, accompanied with the enrichment of the lysine 4-trimethylated histone H3 tail (H3K4me3) in the presence of E2. Furthermore, BAP18 promotes cell growth and associates the sensitivity of antiestrogen in ERα-positive breast cancer. Our data suggest that BAP18 facilitates the association between ERα and COMPASS-like core subunits, which might be an essential epigenetic therapeutic target for breast cancer.

## INTRODUCTION

Estrogen receptor alpha (ERα)/estrogen (17-β-estradiol, E2) signaling pathway exerts its various biological functions on normal mammary gland development, breast tumorigenesis, and tumor growth process (1–4). Although anti-estrogen has been widely adopted in ERα-positive breast cancer prevention and treatment (5,6), endocrine therapy resistance finally occurs due to many mechanisms, including depletion of ERα expression, activation of truncated ER isoforms, post-translational modification of ERα, abnormal regulation of ERα coactivators, and increased tyrosine kinase signaling (7–10).

Belonging to a nuclear receptor superfamily, ERα experiences conformational changes and trans-locates from the cytosol to the nucleus for binding to specific estrogen response elements (EREs) to regulate gene transcription upon estrogen treatment. Estrogen-dependent gene expression recruits a series of highly organized complexes, including various transcription factors (TFs), epigenetic enzymes, and chromatin remodelers to be essential for the breast cancer process (11–13). Estrogen-induced genes, such as *MYC*, *MTA3*, *CARM1* and so on, play vital roles in cell-cycle regulatory, tumor metastasis and endocrine treatment resistance (14–17). Thus, further exploring the molecular mechanism of regulation of the ERα-E2 signaling pathway in breast cancer would be extremely essential for the identification of the novel therapeutic targets of ERα-positive breast cancer and endocrine resistance.

Global genomic studies about histone modification indicate that H3K4 tri-methylation (H3K4me3) usually occurs nearby the transcription start site (TSS) of active genes (18–20). Histone methyltransferase (HMT) complexes, such as MLL1 to MLL4, have been recognized to be involved in histone H3K4 methylation. Some core proteins including ASH2L, WDR5, and DPY30 was named as a COMPASS-like complex (a complex of proteins associated with Set1, COMPASS), which interplays with modified histones or sequence-specific transcription factors to be recruited to chromatin (13,21,22). Concomitantly, the core subcomplex binds to specific histone methylated tails near the TSS region, subsequently facilitating the activate transcription (23). COMPASS-like core proteins exert the various biological functions on cancer progression, stem cell differentiation, and chromatin maintenance (24–30). However, the molecular mechanism of COMPASS-like core subunits targeting the specific chromatin regions to regulate gene expression in breast cancer remains poorly understood.

Histone readers are specific proteins that could interact with modified histone tails during gene transcriptional process, and several H3K4me3 readers have been identified and characterized, for instance, SGF29 is essential for linking the human SAGA complex to H3K4me3 (31–34). Bromodomain PHD Finger Transcription Factor (BPTF) associated protein of 18kDa (BAP18) encoded by *chromosome 17 open reading frame 49* (*C17orf49*) is also identified as an H3K4me3 reader (34). In the N-terminus of BAP18, there was a SANT (Swi3, Ada2, N-CoR, (TF) IIIB) domain, which usually exists in the chromatin-associated protein complex (35–38). We have previously identified BAP18 enhances androgen receptor action and promotes prostate cancer progression (39). However, as a histone H3K4me3 reader, the whole genomic occupation of BAP18 underlying the modulation of gene transcription needs to be further explored.

In this study, we provided evidence that BAP18 contributes to a poorer survival rate in breast cancer patients, especially in ERα-positive breast cancer patients. Genomic analysis has demonstrated that the majority of BAP18 binding sites are localized at promoter regions. BAP18-enrichment genes with estrogen treatment are involved in several tumor-related signaling pathways. Half estrogen response elements (EREs) are the significant enrichment sites found in estrogen-induced BAP18 binding sites. While the CCCTC binding factor (CTCF) and BORIS recognizing sites are the most obvious enrichment sites detected in BAP18 binding sites in the absence or presence of estrogen. BAP18 is recruited to the promoter regions of estrogen-induced genes, accompanied with the enrichment of H3K4me3 and H4ac. Moreover, BAP18 interplays with the endogenous ERα and co-activates ERα-mediated transactivation. Furthermore, BAP18 is required for the recruitment of COMPASS-like subunits to estrogen-response elements (EREs) in ERα target genes, thereby increasing H3K4me3 and histone acetylation levels. In addition, BAP18 promotes cell growth and associates with the sensitivity of ERα antagonist in ERα-positive breast cancer cells. Taken together, our data indicate the importance of a histone reader in breast cancer progression with potential future therapeutic implications.

## MATERIALS AND METHODS

### Cell lines and cell culture

All breast cancer cell lines were obtained from the cell bank of ATCC. T47D and BT474 were cultured in RMPI-1640 medium (Gibco). MCF7 was cultured in DMEM medium (Thermo Scientific). All cells were cultured with 10% fetal bovine serum (Gibco), 50 units/ml penicillin, and 50 units/ml streptomycin at 37°C and 5% CO_2._ 17β-estradiol (E2, Sigma-Aldrich) was dissolved in ethanol (Aladdin). All cells were cultured in phenol red-free DMEM or RMPI-1640 When it was needed to add E2 stimulus. Culture dishes were purchased from Guangzhou Jet Bio-Filtration Co., Ltd., China.

### Plasmids and antibodies

All plasmids about BAP18 were introduced in our previous work (39). ERα expression plasmid was cloned into pSG5 plasmid and 3 estrogen response elements were cloned made into pGL-ERE-adML reporter plasmid to perform luciferase reporter assay.

The antibodies were used in our study as follow: anti-BAP18 (Bethyl #A304-207A-1), anti-ERα (Cell signaling #D8H8), anti-MYC (Thermo Fisher #9E10), anti-CyclinD1 (Cell signaling #DCS6), anti-GAPDH (Kangchen #KC5G4), anti-WDR5 (Bethyl #A302-429A-2), anti-ASH2L (Bethyl #A300-107A-2), anti-DPY30 (Abcam #ab187690), anti-H3K4me3/H3ac/H3K9ac/H4ac/H4K16ac (Millipore), anti-Rabbit/Mouse (ABclonal), anti-IgG (Proteintech#10238-1-AP), anti-GFP (Sigma #G1544) and anti-FLAG (Proteintech#20543-1-AP).

### siRNA and lentivirus

siRNA and lentivirus of BAP18 were introduced in our previous work (39). siRNA duplexes against WDR5, ASH2L and DPY30 were purchased from Sigma. All sequences were listed in Supplementary Table S1.

### ChIP-sequencing (ChIP-seq) and data analysis

For BAP18 ChIP-seq, MCF7 cells were contained in a 9 ml DMEM medium fixed with 243 ul 37% paraformaldehyde (Electron Microscopy Sciences, 15714) and crosslinked for 15 min at room temperature. Then the crosslinks were stopped by 2.5 M glycine to a final concentration of 0.125 M. Cells were rinsed with icily PBS and performed assays with the help of Wuhan Seqhealth Tech Co. Ltd.

The primary analysis of ChIP-seq: The threshold of the number of the valid peak was selected within a false discovery rate (FDR) of 0.01. We used the default parameters from HOMER to distinguish genomic distribution, while promoter peaks were defined as those with peak center falling between 100bp downstream and 5000 bp upstream of transcript start sites (TSS). Exon, intron, and transcript terminate site (TTS) regions were exported from the National Center for Biological Information (NCBI), and the other regions were suggested as intergenic regions. To define meaningful BAP18 binding sites, we defined the fold enrichment of a peak was larger than 2 in IP versus input, and the fold change (FC) of tag density was considered at least *P* < 10e−2. Enrichment peak was then generated by R software (https://www.r-project.org) and measuring the meaning of these peaks was used Student *t*-test.

Other ChIP-seq data were downloaded from GEO datasets (https://www.ncbi.nlm.nih.gov/gds). ERα ChIP-seq data was from GSE45822; H3K27Ac data was from GSE62229; H3K4me1, H3K4me3, H3K9me3, H3K9ac and H3K27me3 data were from GSE23701; H3K4me2 data was from GSE24166; H3K36me3 data was from GSE39418.

### Luciferase reporter assays

HEK-293, MCF7, and T47D cells were co-transfected with BAP18 or its truncated mutants (200 ng), ERα (20 ng), ERE-tk-Luc (200 ng) and a plasmid of control Renilla luciferase (pRL) (5 ng) for series of luciferase assays. Cells were cultured into medium containing 5% charcoal-stripped fetal bovine serum (CS-FBS) with or without E2 stimulation after co-transfection 4 h. After an additional one day, cells were collected for dual-luciferase reporter assay (Promega).

### Western blotting and co-immunoprecipitation (co-IP) analysis

Western blotting assays were performed by the standard process introduced in our previous study (40). Immunoprecipitation analysis was started with whole-cell lysis purified with anti-IgG for 2 h before interaction. Protein G beads purchased from GE healthcare, concentrated into sepharose, were used for antibody-protein interaction rotating for overnight. Western blotting experiments were performed three times rinsing and lysis boiling.

### RNA and quantitative real-time PCR (qPCR)

Cells were prepared for RNA extraction after transfection negative control and siRNA against BAP18. After transfection 4–6 h, the final concentration of 100*n*M estrogen and equal EtOH were added to the culture medium for 16–18 h. Total RNA was extracted with RNA Trizol (TAKARA) and cDNAs were reversed by the PimeScript RT-PCR kit (TAKARA). Real-time qPCR assays were performed using the SYBR premeraseTaq kit (TAKARA) on LightCycler96 (Roche). All primers for qPCR were described in Supplementary Table S2, and statistics were performed by PRISM Graphpad 8. Every experiment was represented from at least three independent experiments and Student's *t*-tests were used.

### Chromatin immunoprecipitation (ChIP) and ChIP re-IP

Using standard protocols from Nature Protocols (41), we performed ChIP and ChIP re-IP. T47D cells were transfected with FLAG-tagged plasmids to overexpress BAP18 or siRNA to knockdown BAP18. Two kinds of cells were cultured into phenol red-free RPMI1640 with 10% CS-FBS for 2 days after transfection. With 80% confluency, the cells were treated with 100 nM E2 or equal EtOH for 12 h stimulation. After experiments, DNAs were used as templates for qPCR, and the primers were listed in Supplementary Table S3.

### Cell growth, colony formation and flow cytometry

All breast cancer cells were incubated for given periods and then harvest with trypan blue to count with a hematocytometer. Single-cell suspensions were performed with 100 cells per 35 mm dish and cell growth lines analyses for 1000 cells per column. Flow cytometry analyses were performed referring to our previous work (39).

### Drug resistance experiments

T47D cells were transfected with FLAG-BAP18 expression plasmids and treated with Geneticin-G418 (Gibco #1874962) to ensure all oeBAP18 cells stably overexpressed BAP18 more than normal T47D cells (Parental). Two kinds of T47D cells were counted for 2000 cells per 35mm dish and cultured for 21 days with different concentrations of 4-hydroxytamoxifen (Sigma #H7904), Fulvestrant (MCE #HY-13636) and Letrozole (MCE#CGS 20267). BT474 cells were treated with different dosages of Tamoxifen for 28 days and then stained with trypan blue to show survival cells.

### Animal experiments

The whole mouse experiments were performed at the Institutional Animal Care and Use Committee of China Medical University. T47D cells and BT474 cells were respectively stably expressed shCtrl and shBAP18 lentivirus. All cells were suspended in 50*u*l culture medium and 50 ul matrigel (BD biosciences) and injected the number of 5 × 10e6 into 4-week-old female *BALB/c* nude mice (Vital River Laboratory). Medication mice were treated with tamoxifen citrate (10 ug per tablet) every 3 days. Using the previous analysis measure, we monitored the mice every three days for about 4 weeks which time the mice were killed in keeping with the policy of humane treatment.

### Clinical samples and immunohistochemistry

All primary breast cancer tissues and adjacent tissues of patients were procured from the First Affiliated Hospital of China Medical University, all of which were got permission contents from patients already.

Breast tissue paraffin specimens were prepared from the First Hospital of China Medical University. The procedure of the experiment referred to our previous work (42) and the Ethics Committee of China Medical University approved this study.

## RESULTS

### The global genomic occupation of BAP18 upon estrogen treatment

Histone H3K4 tri-methylation (H3K4me3) on the promoter regions is usually supposed to be related to gene activation (34). It was previously reported that BAP18 was identified as a novel H3K4me3 reader with unknown function. We thus turned to perform Immunohistochemistry experiments in tissue microarray carrying the information of breast cancer progression to identify the relationship between BAP18 expression intensity and survival of breast cancer patients in 150 months. Results showed that patients with high expression of BAP18 had a poor prognosis compared with patients with low expression of BAP18 (Supplementary Figure S1A and S1D-E). Furthermore, measuring ERα status in these patients, we found that BAP18 contributed to poorer survival in ERα-positive breast cancer and had minimal impact on the survival of ERα-negative breast cancer patients (Supplementary Figure S1B, C). These observations prompted us that expression of BAP18 may be an important factor for determining patient survival and BAP18 probably was involved in the modulation of ERα-mediated transcriptional programs in breast cancer. ChIP-seq was further performed with antibodies against BAP18 to detect the occupation of BAP18 on global chromatin in response to E2 in MCF7 cells. 

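BAP18 was profiled by ChIP-seq in MCF7, a human breast cancer line that expresses ERα, in cells without estrogen and in cells given estradiol (E2). Each condition had 1 BAP18 library and 1 input library. There were no replicates, so a difference between the libraries has no replicate check and the effect of E2 could not be tested. The paper gives the dose as 100 nM and the sample labels give 10 nM for 48 h. Only the BAP18 peak lists were analysed here, and the libraries are named throughout by their labels. All fold enrichments over input, p-values, FDRs and pileups (the number of overlapping fragments at the highest point of a peak) are the authors' own peak calls, made per library. The aligner and the peak caller are not given in the sources used here. The list labelled without estrogen held 119852 peaks with p up to 0.00952, and the list labelled with estrogen held 52982 peaks with p up to 0.00999. The thresholds of the paper's methods, an FDR of at most 0.01 and a fold enrichment above 2, left 27256 and 1208 peaks, respectively. These peaks had a median pileup of 8 and 11 fragments, a median length of 348 and 341 bp, and a total length of 12637 and 518 kb. The lowest background, calculated from the fold enrichment and the pileup, was 0.653 and 0.749 fragments. Positions are in GRCh38: the submitters' processing notes name hg18, but the lists hold 54 sequences named KI270 and 14 named GL000, and peaks on chromosome 17 up to 83229926, beyond the end of that chromosome in hg18. Genes were the 43043 RefSeq genes with a transcript on the assembled chromosomes. The gene table gave no strand, so the paper's promoter window, from 5000 bp outside to 100 bp inside a gene, was set at both ends of each gene. A peak whose centre fell in this window is called a gene-end peak, and a gene's value is its highest gene-end fold enrichment. Such a window can hold a 3′ end as well as a promoter, and neighbouring genes can share 1 peak.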

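In the library labelled without estrogen 10606 genes had a BAP18 gene-end peak, against 611 genes in the library labelled with estrogen. Both libraries had such a peak at 458 genes. They included TBX3, a transcription factor of mammary development, with a fold enrichment of 12.0 without and 5.42 with estrogen by label. They also included the growth factor-like genes IGFL2 and IGFL4, which share a peak of 20.0 on chromosome 19 from 46077482 to 46077889 and, in the other library, a peak of 9.54 from 46077458 to 46077859. A gene-end peak only in the library labelled without estrogen was found at 10148 genes. Examples are TWNK, which encodes the mitochondrial DNA helicase, with a fold enrichment of 17.4 by a peak outside the gene, and PPP5C, a protein phosphatase that binds HSP90, with 10.4. Only the library labelled with estrogen had a gene-end peak at 153 genes. Among these were the ribosomal protein genes RPS19 and RPL4 with 5.45 and 4.54. At 46 of the 153 genes, however, the peak overlapped a peak of the library labelled without estrogen whose centre lay outside the window. They included EEF2K, the kinase of elongation factor 2, with 8.16 against 8.21 in the other library, the kinase gene RAF1 with 3.92 against 12.1, and LSM11, which encodes a subunit of the U7 snRNP, with 6.37 against 19.1. Of protein-coding genes, 6100, 264 and 83 fell in the 3 groups. With the 1208 peaks of lowest p taken from each library, 668 genes had a gene-end peak only without estrogen by label, 232 in both and 379 only with estrogen.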

As shown in Figure 1A, we defined all BAP18-enrichment genes into three parts: 1408 of E2-absent genes, 674 of E2-independent genes, and 537 of E2-dependent genes. 

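Of the 1208 BAP18 peaks in the library labelled with estrogen, 642 (53.1%, exact 95% interval 50.3% to 56.0%) overlapped a peak of the library labelled without estrogen by at least 1 bp. Peaks placed at random within their chromosomes gave a mean of 19.8 overlaps and at most 31 in 100 draws. The other 566 peaks overlapped none at the thresholds, and 509 of them overlapped no deposited peak of the other library at any FDR. At 514 of the 642 shared peaks the fold enrichment was higher in the library labelled without estrogen, with medians of 6.99 and 4.90, and at 128 it was higher in the library labelled with estrogen. The pileup there was lower with estrogen by label as well, with a median ratio of 0.636 (interquartile range 0.519 to 0.80), and read totals to scale it by were not given. The highest peak labelled with estrogen lay in NDUFC1, a subunit gene of mitochondrial complex I, on chromosome 4 from 139295481 to 139296081, with a fold enrichment of 12.0. A peak at a tRNA gene in HCG11 came next, and C3orf33 had the third highest, at 10.9 on chromosome 3. In the other library the highest peak lay in POMK, a kinase gene of dystroglycan glycosylation, on chromosome 8 from 43093076 to 43094342, with a fold enrichment of 29.3. Fold enrichments above 10 were reached by 320 peaks labelled without estrogen and by 5 labelled with estrogen. The share of overlapping peaks was 30.0% with the 1208 peaks of lowest p per library and 28.1% with a reciprocal overlap of 50%.

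**Figure D1:**
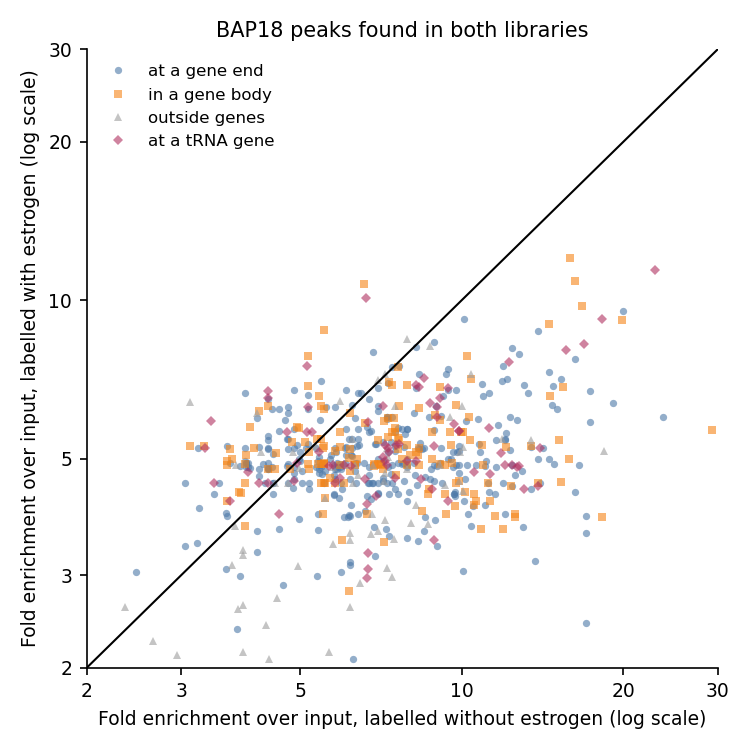
Fold enrichment over input of each peak labelled with estrogen that overlapped a peak labelled without estrogen (n = 642), with both axes on a log scale. Points below the line, 514 of them, had the higher fold enrichment in the library labelled without estrogen.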

1211 BAP18 binding sites were strongly induced upon estrogen treatment (fold induction>2). 

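Of the BAP18 peaks that both libraries shared, 348 of 619 (56.2%, exact 95% interval 52.2% to 60.2%) lay at gene ends. Among the 26637 peaks found only in the library labelled without estrogen, 34.5% (33.9% to 35.1%) were gene-end peaks. Of the 566 peaks found only in the library labelled with estrogen, 111 (19.6%, 16.4% to 23.1%) lay there. The same peaks shifted by 1 Mb gave 15.9%, 17.1% and 14.6%, respectively. Gene bodies held 29.1%, 46.8% and 44.9% of the 3 groups, and 14.7%, 18.7% and 35.5% lay outside genes and gene ends. Taking each library whole, 35.0% of the peaks labelled without estrogen and 40.5% of those labelled with estrogen were gene-end peaks. Chromosome 17 had the most peaks per Mb in the library labelled without estrogen, at 19.3. This order of the libraries turned with all deposited peaks (24.4% and 16.3%), a fold enrichment above 8 (57.3% and 42.9%), p at most 1e-06 (44.0% and 37.7%) and the same number of peaks from each library (56.4% and 40.5%). With the same number of peaks the order of the first 2 groups turned as well, with 55.3% of the shared peaks, 56.8% of those only without and 33.1% of those only with estrogen by label at gene ends. It also turned with a fold enrichment above 8, at 47.1% of the shared peaks and 57.5% of those only without estrogen by label. The intervals cover counting error only, and the shares depend on the window, with 39.7%, 19.6% and 6.54% for 1000 bp outside to 100 bp inside.

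**Figure D2:**
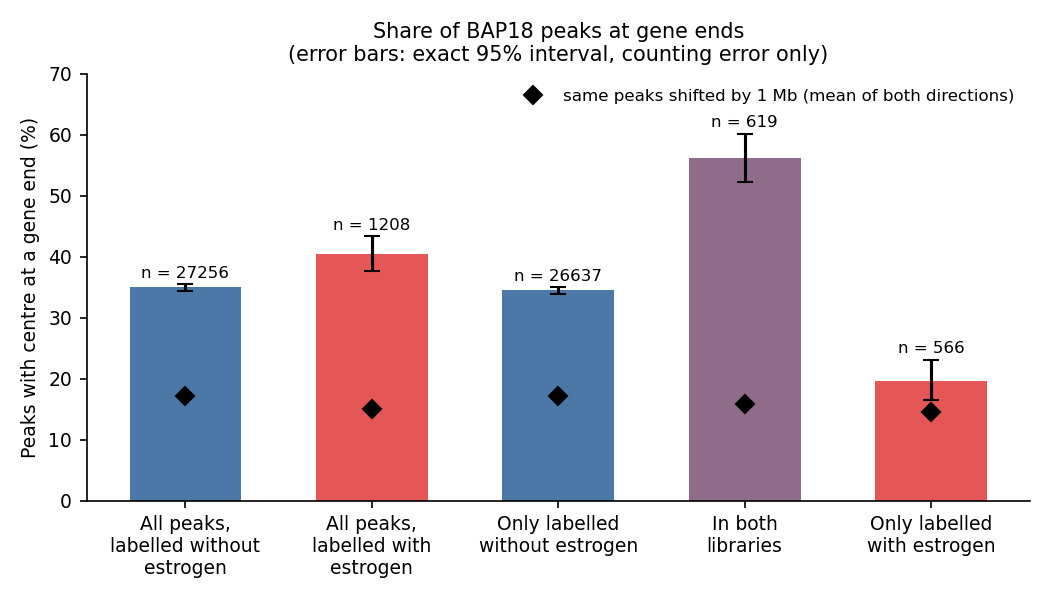
Percent of BAP18 peaks with their centre at a gene end, for each library and for the 3 groups of peaks. Bars show the share, error bars the exact 95% interval and diamonds the share after a shift by 1 Mb; the shared peaks stand at 56.2% and those found only in the library labelled with estrogen at 19.6%.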

According to the comparison of the NCBI genome sequence, more than half of BAP18 binding peaks were located in the promoter-TSS regions among three groups (Figure 1B). Pathways analysis (including GO and KEGG analysis) for BAP18-binding genes revealed the potential function of these genes. 

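Of 61 listed genes of cytokines, chemokines and their receptors, 9 (14.8%) had a BAP18 gene-end peak in the library labelled without estrogen, against 24.7% of other genes, and 0 in the library labelled with estrogen, against 1.42%. The 9 included the chemokine CXCL2 with a fold enrichment of 5.92, the interleukin 17 receptor subunit IL17RB with 5.15 and TNF with 5.12. Among 45 genes of GPCR ligands and class A receptors, 10 had a gene-end peak without estrogen by label, led by the thrombin receptor F2R with 12.5, and 1 had a peak with estrogen by label. This was ADM, the gene of the vasodilator adrenomedullin, with overlapping peaks of both libraries at each end. Beyond its end these had 6.98 without and 4.28 with estrogen by label, and before its start 5.68 and 4.98. CXCR2, GAL, EGF and IL7 had no gene-end peak at the thresholds in either library. In the gene body and 5 kb around it, all 4 had peaks of higher FDR in the library labelled with estrogen, with a highest fold enrichment of 3.43 at CXCR2 (FDR 0.268), 2.77 at GAL (FDR 0.494), 2.86 at EGF (FDR 0.494) and 2.72 at IL7 (FDR 0.494). The library labelled without estrogen had such a peak only at IL7, with 3.20 (FDR 0.0751). Neither list passed the test against other genes in either library (two-sided Fisher's exact test, Benjamini-Hochberg over 38 tests of lists). In the libraries labelled without and with estrogen, the exact test gave the cytokine list an adjusted p of 0.151 (odds ratio 0.529) and 1 (odds ratio 0), and the GPCR list 1 (odds ratio 0.874) and 0.622 (odds ratio 1.58). With protein-coding genes as the background the cytokine genes had fewer peaks than other genes in the library labelled without estrogen (odds ratio 0.371, adjusted p = 0.0121, Fisher's exact test), as they had with peaks of p at most 1e-06 (odds ratio 0.249, adjusted p = 0.0272). These tests describe the peak list of 1 library each and not an effect of E2. The paper's terms came from its E2-dependent group, and the genes found only in the library labelled with estrogen were not tested alone. With a peak at only 1.42% of other genes in that library, lists of 61 and 45 genes could hardly show fewer.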

The results suggested that BAP18-enrichment genes among E2-dependent group mainly participate in homeostasis of the number of cells,cytokine-mediated signaling pathway, drug catabolic process, immature T cell proliferation and GPCR ligand binding (Figure 1C); while we merged signaling pathways according to rich factor and found that CXCR2, GAL, EGF and IL7 were probably involved in all five different pathways (Figure 1D). Furthermore, similar analyses were performed among the E2-absent gene column and E2-independent column. All gene oncology results indicated that BAP18 might participate in the modulation of the signaling pathways for tumor progression, cell cycle and gene transcription no matter estrogen presence or absence (Supplementary Figure S2A–D).

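Among 19 gene lists, genes of the COMPASS-like and MLL histone methyltransferase complexes carried BAP18 gene-end peaks most often in the library labelled without estrogen, at 16 of 20, against 24.6% of other genes (odds ratio 12.3, adjusted p = 2.9e-06 from a two-sided Fisher's exact test). They included RBBP5 with a fold enrichment of 10.4, NCOA6 with 8.39, WDR5 with 6.98 and KMT2D with 6.91. Strand was not given, so each of these peaks may lie at a promoter or at a 3′ end. That of NCOA6, from 34709573 to 34710113, lies outside the gene's lower end at 34714774, and that of KMT2D spans its lower end at 49018978. The peak counted for WDR5 also lies beside RNU6ATAC, a small nuclear RNA gene transcribed by RNA polymerase III. Replication-dependent histone genes had peaks at 51 of 76, among them H4C16 with 14.7 and H4C14 with 9.54 (odds ratio 6.26, Fisher's exact adjusted p = 1.3e-13). Cytosolic ribosomal protein genes had them at 58 of 98, led by RPS14 with 9.73 (odds ratio 4.45, Fisher's exact adjusted p = 4.7e-12), and HOX genes at 24 of 39, with HOXA7 and HOXA9 sharing a peak of 15.0 (odds ratio 4.90, Fisher's exact adjusted p = 8.4e-06). Neighbouring histone genes share peaks too, such as H2AC13 and H2AC14. The test takes genes as independent, so its p-values for lists of clustered genes can be too small. For cell cycle and replication 25 of 44 genes had a peak (odds ratio 4.03, Fisher's exact adjusted p = 4.3e-05), such as the cyclin gene CCNE2 with 7.86, the CDK inhibitor gene CDKN1B with 7.73 and PCNA with 6.77. Housekeeping genes were above other genes too, at 15 of 24 (odds ratio 5.10, Fisher's exact adjusted p = 3.9e-04). Chromatin remodelling genes had peaks at 15 of 28, with ARID2 at 11.6 (Fisher's exact adjusted p = 0.00453), and histone acetylation genes at 14 of 27, with the acetyltransferase gene EP300 at 11.8 (Fisher's exact adjusted p = 0.00819). Olfactory receptor genes, which encode receptors of smell, had peaks at 20 of 421 and lay below other genes (odds ratio 0.151, Fisher's exact adjusted p = 1.2e-26).
In the library labelled with estrogen, CTCF and cohesin genes, which shape chromatin loops, had gene-end peaks at 3 of 12, against 1.41% of other genes, namely RAD21 with 4.90, STAG1 with 4.49 and NIPBL with 4.38 (odds ratio 23.3, Fisher's exact adjusted p = 0.00216). In the other library the peaks of RAD21 and STAG1 were overlapped by peaks of 9.11 and 6.36 centred outside the window, and NIPBL had 5.99. Heat shock and chaperone genes had them at 3 of 24, namely HSPD1 with 4.94, DNAJA1 with 4.77 and HSPA6 with 4.72, the last by a peak at a tRNA gene beyond the gene (odds ratio 9.96, Fisher's exact adjusted p = 0.0135). The heat shock list no longer passed with a window of 1000 bp outside to 100 bp inside or of 2500 bp either side, with all deposited peaks or without chromosomes 1, 3, 17 and 20 (Fisher's exact adjusted p = 0.322, 0.111, 0.130 and 0.0853). With a fold enrichment above 8 no member of the heat shock list or of the CTCF and cohesin list had a peak in this library. COMPASS-like genes had 0 of 20, HOX genes 0 of 39, housekeeping genes 0 of 24, cell cycle genes 1 of 44 (RBL1 with 5.15), chromatin remodelling and histone acetylation genes 2 of 28 and 2 of 27, histone genes 3 of 76, ribosomal protein genes 3 of 98 and olfactory receptor genes 3 of 421, and none of these lists passed the test. In the libraries labelled without and with estrogen, receptor tyrosine kinase genes had 18 of 50 and 3 of 50 (Fisher's exact adjusted p = 0.149 and 0.0926), Wnt genes 16 of 44 and 0 of 44 (0.152 and 1), luminal lineage genes 5 of 20 and 1 of 20 (1 and 0.378), and genes of other tissues 6 of 40 and 0 of 40 (0.315 and 1). Without estrogen by label, heat shock genes had 9 of 24 and CTCF and cohesin genes 4 of 12 (Fisher's exact adjusted p = 0.269 and 0.640), and whether a list differed between the libraries was not tested. These results depend on the window: with 2500 bp either side the receptor tyrosine kinase, Wnt, luminal lineage, heat shock and CTCF and cohesin lists passed above other genes without estrogen by label (Fisher's exact adjusted p = 6.3e-06, 0.00356, 0.0133, 0.0415 and 7.0e-04) and genes of other tissues below them (0.00659), while with estrogen by label luminal lineage and histone acetylation genes passed above (0.0109 and 0.0229) and olfactory receptor genes below (0.00185). With 1000 bp outside to 100 bp inside, heat shock genes passed without estrogen by label and receptor tyrosine kinase genes with estrogen by label (Fisher's exact adjusted p = 0.0421 and 0.0249), and HOX genes no longer passed without estrogen by label (0.417). With the same number of peaks from each library, the histone, ribosomal protein, cell cycle and housekeeping lists no longer passed in the library labelled without estrogen, and 0 of 24 housekeeping genes had a peak. Against protein-coding genes alone, chromatin remodelling and histone acetylation genes no longer passed there either (Fisher's exact adjusted p = 0.0676 and 0.0920), nor without chromosomes 1, 3, 17 and 20 (0.277 and 0.0685). Adjusted over the list tests of 1 library alone, 10 and 3 lists passed in the libraries labelled without and with estrogen, as many as over all 38 tests. With a fold enrichment above 8, only 1 list passed without and 0 with estrogen by label.

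**Figure D3:**
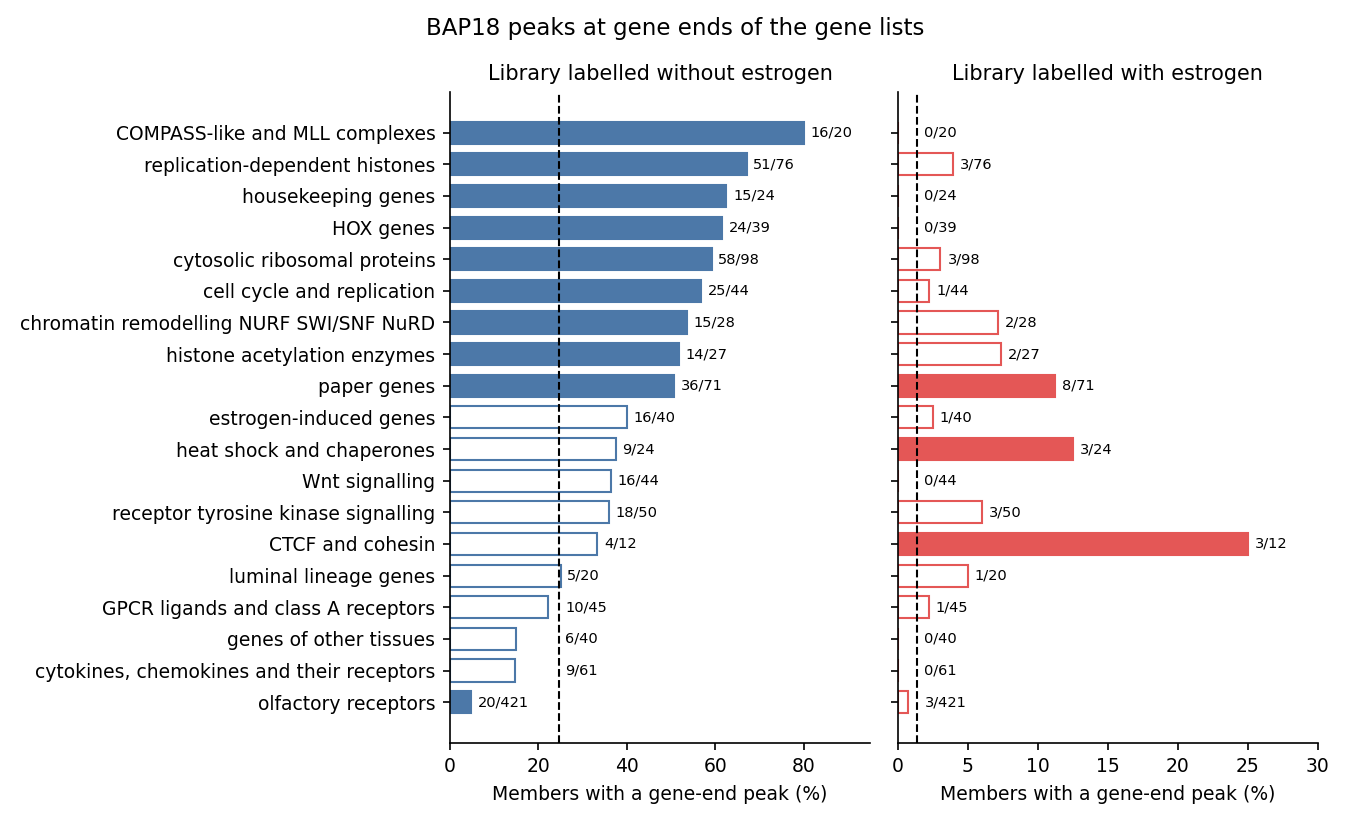
Percent of the members of each gene list with a BAP18 gene-end peak, in the library labelled without estrogen and in the library labelled with estrogen, on different scales. Filled bars passed an adjusted p of 0.05, the dashed line is the share among other genes and the numbers give members with a peak over members; COMPASS-like genes stand highest at 16 of 20 in the first panel and CTCF and cohesin genes at 3 of 12 in the second.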

**Figure 1.**
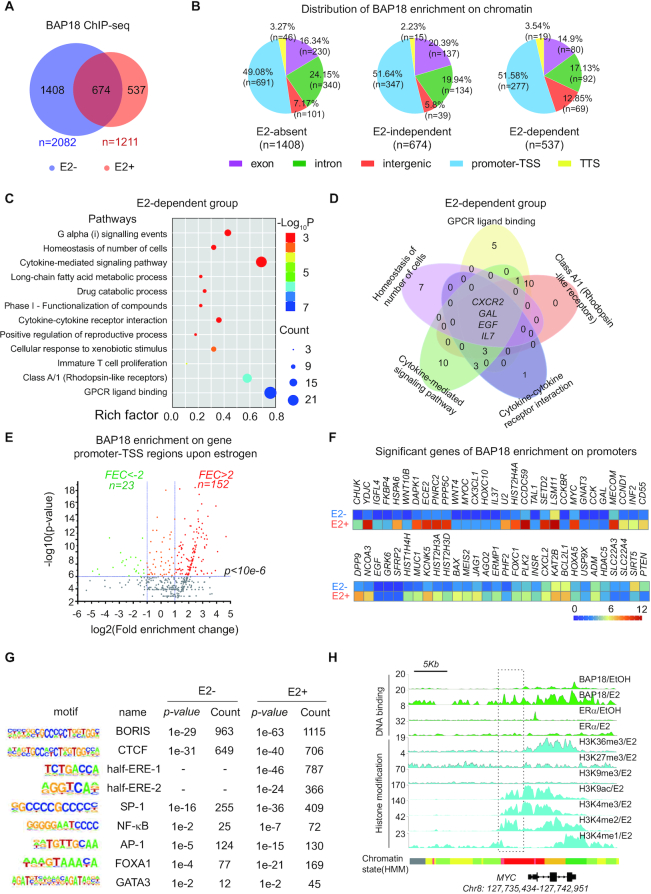
The global genomic occupation of BAP18 upon estrogen treatment. (**A**) MCF7 cells treated with or without estrogen (E2, 100 nM) were subjected to ChIP-seq with anti-BAP18 antibody, and overlapping between BAP18 ChIP-seq. Gene numbers of BAP18 binding in the presence or absence of estrogen were shown by the Venn diagram. (**B**) Genomic distribution of BAP18 binding sites on global chromatin among three groups: E2-absent, E2-independent, and E2-dependent. The percentage numbers represent the counts of genes in each region. (**C**) Bubble diagrams indicated related signaling pathways of all BAP18-enrichment-on-promoter genes among the E2-dependent group. The bubble color represented the *P*-value, and the bubble size represented the number of genes in the relevant pathway. Rich factor = gene in GO/gene in hit list × 100%. (**D**) Genes participated in GO pathways to merge with the Venn diagram, which showed the most important genes of BAP18-enrichment and their signaling among the E2-dependent group. (**E**) Volcano plot analysis screened out significant BAP18-binding genes on promoters-TSS upon estrogen treatment. Fold enrichment change (FEC) meant the fold enrichment of genes under estrogen treatment minus those under no treatment. Green plots were FEC←2 and red plots were FEC>2. (**F**) The heatmap showed the important BAP18-binding-promoter genes. The closer the color is to red, the higher of BAP18 peaks in the promoter region. (**G**) Motif analysis exhibited the potential transcription factors (TFs) which close to BAP18 recruitment on chromatin with or without E2 treatment (±100 bp from the center of ChIP-seq binding sites). Counts mean the number of promoters corresponding to each found motif on promoter-TSS regions. (**H**) Genomic browser snapshots, depicting BAP18 and ERαtwo proteins enrichment in the presence or absence of estrogen (green), and several histone modifications, including H3K36me3, H3K27me3, H3K9me3, H3K9ac, H3K4me3, H3K4me2 and H3K4me1 (Blue) with estrogen-induced on the *MYC* gene regions as shown. Boxed regions indicated considered BAP18-binding 5′ upstream regions. Genomic coordinates and read counts are indicated above.

For further investigating and filtrating more significant genes, we used volcano plot analyses to screen out estrogen-induced genes, on which fold enrichment change significantly increased (FEC>2, *P*-value < 10e−4) (Figure 1E). 

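Among the 458 genes with a BAP18 gene-end peak in both libraries, the fold enrichment was higher in the library labelled with estrogen at 109 and lower at 349. The median FEC, with minus without estrogen by label, was -1.92, and the median fold enrichments were 4.91 and 6.98. A FEC above 2 was found at 5 genes. They were the zinc finger gene ZNF544, with 4.46 without and 7.41 with estrogen by label, HCG11, with 8.51 and 11.4, LOC102724593, with 4.04 and 6.72, LOC105370821, with 4.36 and 6.47, and MAT2A, the gene of methionine adenosyltransferase, with 3.23 and 5.24. The peak of HCG11 labelled with estrogen lies at a tRNA gene, and the peaks of ZNF544 and LOC102724593 lie at opposite ends of the gene in the libraries. A FEC below -2 was found at 225 genes. The lowest values included those at LOC154761, from 23.7 to 5.99, at the ribosomal RNA gene RNA45SN2, from 17.0 to 3.61, at THG1L, a tRNA guanylyltransferase gene, from 19.1 to 6.37, and at PIGZ, from 16.3 to 4.32. The peaks counted for THG1L lie outside that gene, at the start of LSM11, and are the same as those given for LSM11 above. The 458 values rest on 350 separate peaks labelled with estrogen, since neighbouring genes can share one. With a window of 2500 bp either side of a gene end, HCG11 had a FEC of -11.6, LOC102724593 of -10.6 and ZNF544 of -2.01. No gene had a log2 ratio of fold enrichments above 1, and 86 had one below -1.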

A series of BAP18-enrichment genes upon estrogen treatment were screened as shown in Figure 1F, and we found that BAP18 could be recruited to the promoter regions of well recognized E2-induced genes, such as *MYC* and *CCND1*. 

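MYC, the gene of a transcription factor that drives growth, had a BAP18 gene-end peak with a fold enrichment of 6.75 (FDR 1.6e-08) in the library labelled without estrogen, on chromosome 8 from 127734002 to 127734401. At CCND1, which encodes cyclin D1, the gene-end peak of that library had 4.07 (FDR 0.00356), on chromosome 11 from 69640572 to 69641372. Neither gene had a peak at the thresholds in the library labelled with estrogen. A peak inside CCND1 in that library had a deposited p-value of 1.16e-06, below the 3.17e-06 of the gene-end peak labelled without estrogen, but missed the FDR threshold, and with p at most 1e-06 CCND1 had no gene-end peak in either library. Of 71 genes that the paper names, 36 had a gene-end peak in the library labelled without estrogen, 8 in the library labelled with estrogen, 6 in both and 33 in neither. In both, INSR, the insulin receptor gene, had 3.95 without and 5.24 with estrogen by label, and the tumor suppressor gene PTEN had 4.87 and 5.03, with a FEC of -0.404 when the window was 2500 bp either side. KAT2B, an acetyltransferase gene, had 7.27 and 5.95, and ADM, IGFL4 and HSPA6, the last by peaks at a tRNA gene, were higher without estrogen by label too. SIRT5, a mitochondrial deacylase gene, had a gene-end peak only with estrogen by label, with 6.68, but in the other library a peak of 3.95 with its centre outside the window overlapped it. Named genes had more gene-end peaks than other genes in both libraries (odds ratio 3.15 and 8.92, adjusted p = 1.6e-05 and 4.1e-05, two-sided Fisher's exact test), but the study chose many of them from these samples, so the list is not independent evidence. Of 40 estrogen-induced genes, 16 had a gene-end peak without estrogen by label, such as SIAH2 with 7.40 and IGFBP4 with 7.12 (odds ratio 2.04, adjusted p = 0.104, Fisher's exact test), and 1 with estrogen by label, TPD52L1 with 4.49 (odds ratio 1.78, adjusted p = 0.613, Fisher's exact test). Without estrogen by label the estrogen-induced genes passed with 1000 bp outside to 100 bp inside and with 2500 bp either side (Fisher's exact adjusted p = 0.0171 and 0.00368), and the genes the paper names no longer passed with all deposited peaks (0.0962) or a fold enrichment above 8 (0.0573, and 0.0977 with estrogen by label). Against protein-coding genes alone, in the main window, the estrogen-induced genes did not pass there (odds ratio 1.43, Fisher's exact adjusted p = 0.486). TFF1, GREB1 and PGR, which ERα activates, had no gene-end peak at the thresholds in either library. GREB1 had a peak past the thresholds inside the gene without estrogen by label, with 4.26 (FDR 0.00442). PGR had a deposited peak of 3.81 outside its upper end with estrogen by label, which missed the FDR threshold (FDR 0.0982). Over the gene body and 5 kb around it, at any FDR, 50 of the 59 genes matched in Figure 1F had a peak in both libraries, and 44 of these had the higher fold enrichment in the library labelled without estrogen. Each value is the highest of its library, so the peaks compared can lie at different sites of a gene, as at SETD2 and NCOA3. From the genes screened in Figure 1F, the paper states that BAP18 could be recruited to promoters of known E2-induced genes, with MYC and CCND1 as examples.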

Sequence analysis of BAP18 binding sites indicated that the half estrogen-response elements (EREs) as well as SP-1, NF-kB or AP-1 binding sites are the significant enrichment sites found in estrogen-induced BAP18 binding sites. Interestingly, the binding sequences for BORIS and the CCCTC binding factor (CTCF) are the most obvious enrichment sites detected in BAP18 binding sites in the presence or absence of estrogen (Figure 1G). The chromatin organizing factors, CTCF and BORIS, have been identified to be involved in numerous aspects of chromosome function, including chromatin insulation, enhancer blocking, transcriptional activation, DNA methylation-sensitive parental imprinting and DNA-loop formation between transcriptional control elements (43–46). Eventually, we turned to examine histone modification states on BAP18 enrichment sites of several ERα target genes, such as *MYC*, *CCND1, FOXC1* and *EGF*. The enrichment of BAP18 or ERα binding on the promoter regions was accompanied by the high level of histone H3K4me3 and H3K9ac, while low level of H3K9me3, H3K4me1, H3K36me3 and H3K27me3 in the presence of E2 (Figure 1H and Supplementary Figure S2E−G). These results suggest that BAP18 is probably recruited together with ERα to the promoter regions of estrogen-induced genes.

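BAP18 peaks stood close together around the starts of MYC and CCND1 in the library labelled without estrogen. MYC, on chromosome 8 from 127735434 to 127742951, had 4 peaks at the thresholds from 50 kb upstream to 10 kb downstream. The highest, with a fold enrichment of 10.2 (FDR 1.9e-19), lay inside the gene from 127736969 to 127738207, and another of 4.87 lay inside it from 127735846 to 127736413. CCND1, on chromosome 11 from 69641156 to 69654474, had 4 peaks, the highest with a pileup of 16 fragments (FDR 2.0e-07) inside the gene from 69643197 to 69643653. FOXC1, a forkhead transcription factor gene on chromosome 6 from 1609915 to 1613897, had 6 peaks, with 5.75 across the gene's start from 1609894 to 1610281 and 5.15 upstream of it from 1609226 to 1609693. The centres of 3 of the 6 lay farther off, 14221 and 5304 bp before the start and 10836 bp after it, beyond the gene. EGF, the epidermal growth factor gene on chromosome 4 from 109912883 to 110013766, had 0 peaks at the thresholds and no deposited peak in this library. With a fold enrichment above 8, or with as many peaks taken from each library, only the MYC peak of 10.2 remained at these genes. The library labelled with estrogen had 0 peaks at the thresholds at all 4 genes. Its deposited peaks of higher FDR reached 3.54 at MYC (FDR 0.102), 4.35 at CCND1 (FDR 0.0215), 3.75 at FOXC1 (FDR 0.110) and 2.86 at EGF (FDR 0.494). The ERα and histone tracks came from other data sets and were not analysed here.

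**Figure D4:**
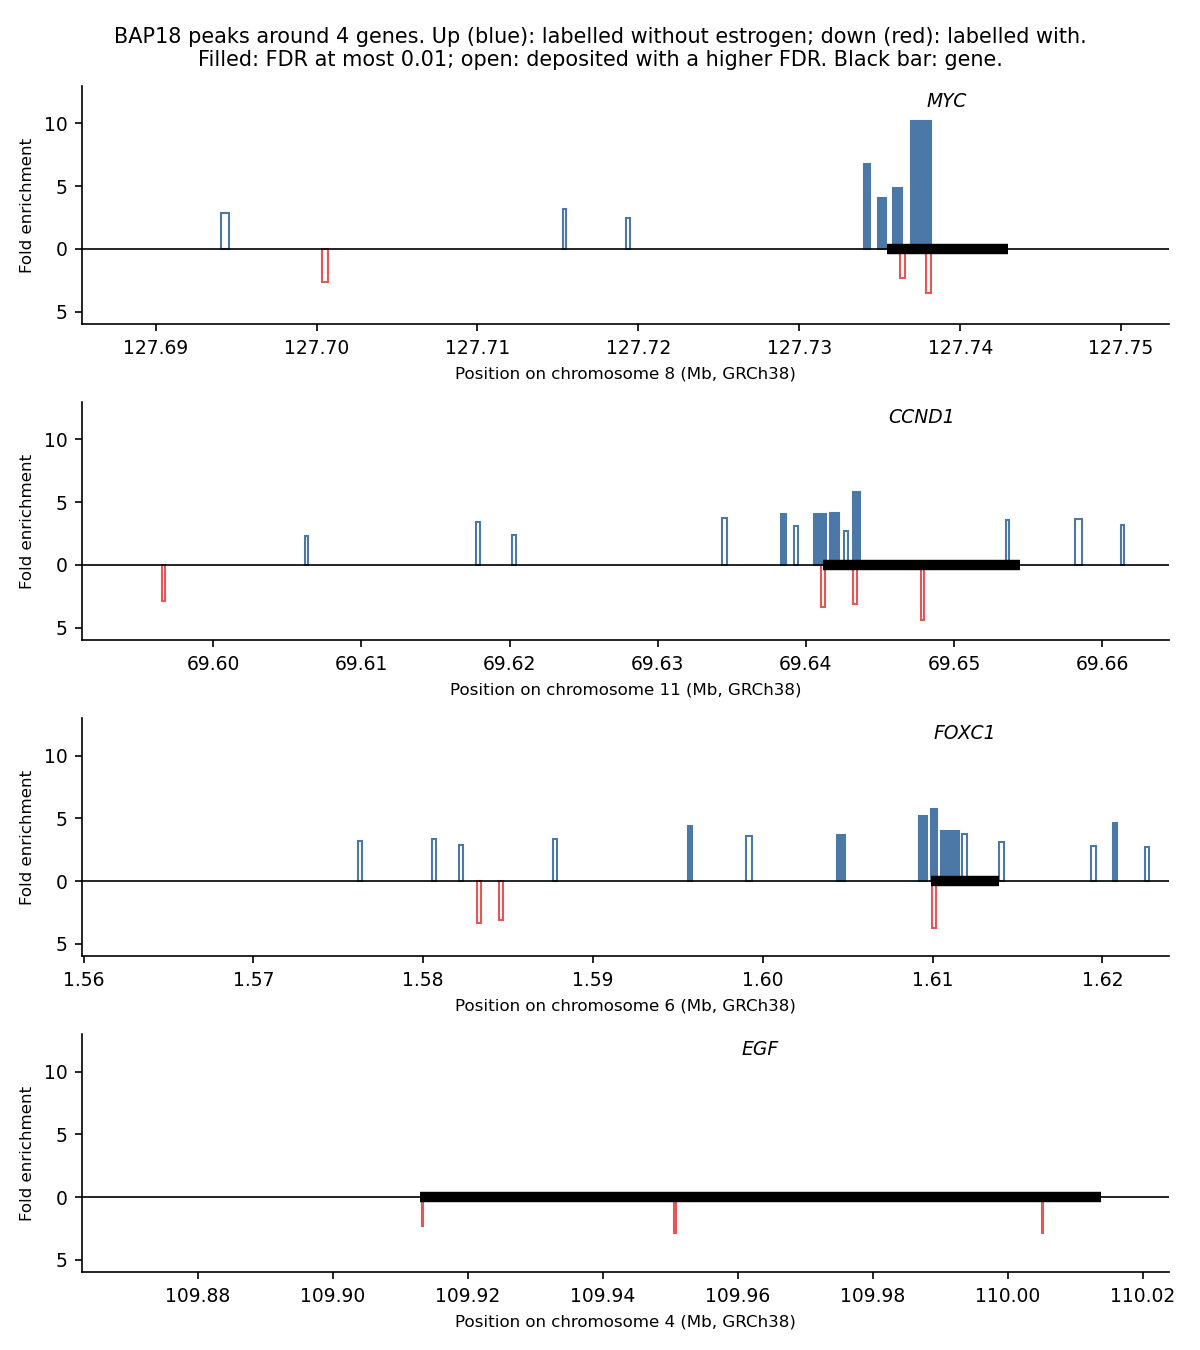
Deposited BAP18 peaks from 50 kb upstream to 10 kb downstream of MYC, CCND1, FOXC1 and EGF, drawn to scale in GRCh38, with fold enrichment over input on the vertical axis, upward for the library labelled without estrogen and downward for the library labelled with estrogen. Filled bars passed the thresholds, open bars did not and black bars are the genes; filled bars appear only upward, 4 at MYC, 4 at CCND1 and 6 at FOXC1.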

ChIP assays were further performed to assess the binding of BAP18 on the upstream of transcription start site (TSS) of a series of genes in ERα-positive breast cancer cells. Consistent with the BAP18 enrichment regions screened from ChIP-seq analysis, we additionally provided the evidence to demonstrate that BAP18 was recruited to the *cis*-regulatory elements of several estrogen-induced genes, such as *CCND1*, *MYC*, *KCNK5*, *FOXC1*, except *VEGF* in MCF7 cells and T47D cells (Figure 2A and Supplementary Figure S3B). Thus, we turned to ask whether BAP18 might participate in estrogen-induced gene transcription. Quantitative RT-PCR (qPCR) was performed to examine the modulation of BAP18 on mRNA expression of estrogen-induced genes in ERα-positive breast cancer cells. We found BAP18 depletion decreased the mRNA expression of a series of genes, including *CCND1, MYC, KCNK5, FOXC1, CCNG2, GREB1, TFF1* and *PGR* in MCF7 and T47D cells in the presence of estrogen (Figure 2B and Supplementary Figure S3C). Furthermore, western blotting results showed that BAP18 depletion decreased MYC and CyclinD1 protein expression in MCF7 cells (Figure 2C). Meanwhile, the similar experiments were performed in MCF7 cells transfected with expression plasmids of BAP18, we found that MYC and CyclinD1 proteins were extremely increased by ectopic expression of BAP18 (Figure 2D). Taken together, the global occupancy of BAP18 analysis suggests that BAP18 can be recruited to the *cis*-regulatory regions of a series of estrogen-induced genes to maintain the activate transcription states.

**Figure 2.**
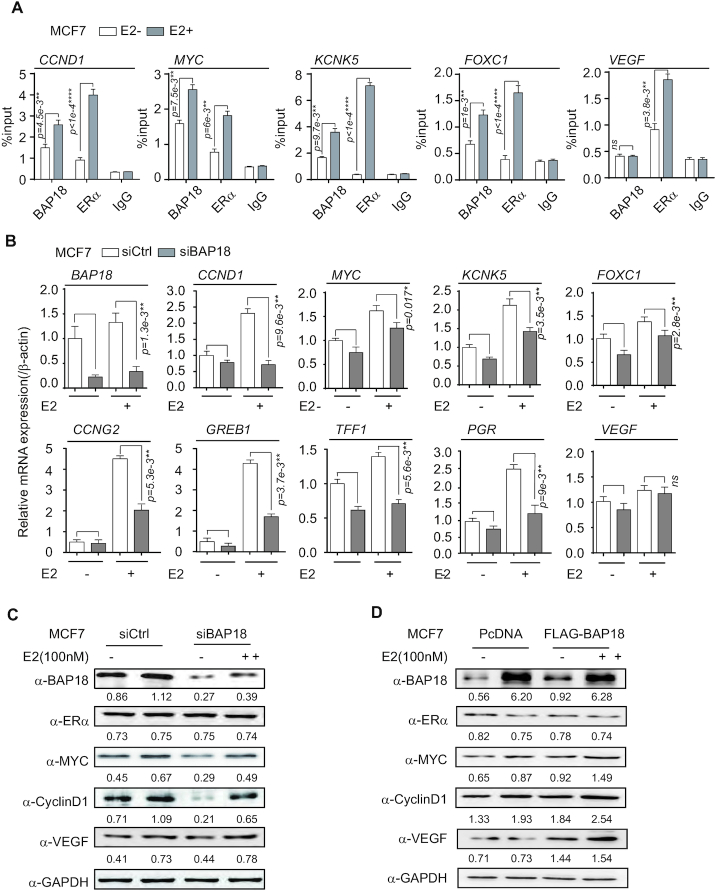
BAP18 is recruited to the promoter regions to activate the transcription of a series of genes. (**A**) The recruitment of BAP18 or ERα was examined by ChIP assay in MCF7 cells treated with or without estrogen (E2, 100*n*M). Quantitative RT-PCR (qPCR) analyses were performed with primers designed for recognizing 5′ upstream sequences of selected estrogen-induced genes as indicated. (**B**) qPCR analysis was examined for demonstrating the mRNA expression of estrogen-induced genes in MCF7 cells transfected with control siRNA (siCtrl) or siRNAs specific against BAP18 (siBAP18). Statistical significance was determined using Student *t*-tests. Error bars represent mean±SD. *P<0.05, **P< 0.01, ***P< 1e−3, ****P< 1e−4 and *ns* stands for no significance. (**C**) The effect of BAP18 depletion on the expression of estrogen-induced genes. MCF7 cells were transfected with control siRNA (siCtrl) or siRNA specific against BAP18 (siBAP18)in the presence or absence of estrogen (E2, 100 nM). (**D**) The effect of over-expressed BAP18 on the expression of estrogen-induced genes. MCF7 cells were transfected with PcDNA3.1 or FLAG-tagged BAP18 over-expression plasmids (FLAG-BAP18) in the presence or absence of estrogen (E2, 100 nM). The numbers below every grayscale image represented the ratio of protein expression/GAPDH expression in western blotting assays. All figures about qPCR and western blotting represented the results of three independent experiments.

### BAP18 interacts with ERα to enhance ERα-mediated transactivation

Having demonstrated that BAP18 is recruited to the *cis*-regulatory elements of several ERα-regulated genes, and participates in the transcription of these genes, these results suggest that BAP18 might be involved in the modulation of ERα signaling pathway. We thus turned to detect the association between BAP18 and ERα. ERα and FLAG-tagged BAP18 expression plasmids were co-transfected into HEK-293 cells for co-immunoprecipitation (co-IP) experiments. The results showed that ERα was precipitated with FLAG-tagged BAP18 and the interaction between ERα and BAP18 was stronger in the presence of estrogen (E2) (Figure 3A). Additionally, different GFP-tagged truncated mutants of BAP18 were co-transfected with ERα into HEK-293 cells. BAP18-ERα interaction was mainly observed on BAP18 full length (BAP18-FL) or N-terminus, but slightly on BAP18 C-terminus, suggesting N-terminus of BAP18 comprising a SANT-domain play a dominating role in association with ERα (Figure 3B). Western blotting was further performed to examine the expression of BAP18 and ERα in different breast cancer cell lines. The results showed that BAP18 is expressed in the putative breast cancer cell lines as indicated (Supplementary Figure S3A). The endogenous-cellular co-immunoprecipitation (co-IP) experiments were performed to detect the endogenous interaction between BAP18 and ERα in MCF7 cells. In agreement with the above results, we observed that BAP18 is associated with ERα in MCF7 cells (Figure 3C, D). Moreover, immunofluorescence (IF) experiments were conducted to access the subcellular distribution of BAP18 and ERα in MCF7 cells. Our results showed that BAP18 was distributed in the nucleus with or without the treatment of E2, and BAP18 was co-located with ERα in the nucleus with the treatment of E2 in MCF7 cells (Figure 3E). Collectively, these data suggest that BAP18 interplays with ERα in cultured cells.

**Figure 3.**
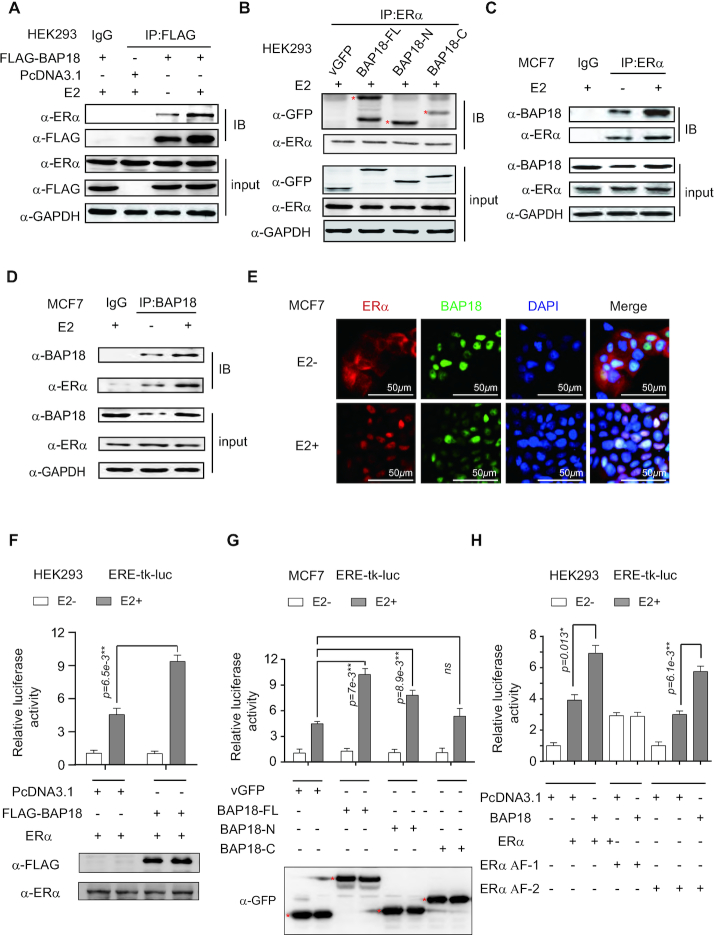
BAP18 associates with ERα to promote ERα-mediated transactivation. (**A**) HEK293 cells were co-transfected with PcDNA3.1/FLAG-BAP18 and ERα plasmids with or without estrogen (E2, 100 nM). Whole-cell extracts were immunoprecipitated with the anti-FLAG antibody or IgG after transfection for two days. Input means 5% of the whole extract for each column. (**B**) HEK293 cells were co-transfected with ERα and truncated mutant of BAP18 expression plasmids. All BAP18 expression plasmids carried GFP-tagged and vGFP plasmids were used for the control group. The location of the star indicates where the protein is expressed. BAP18-FL meant BAP18 full-length expression plasmid. BAP18-N, BAP18-C represented N-terminus of BAP18 expression plasmid and C-terminus of BAP18 expression plasmid. (**C**, **D**) Co-IP experiments showing the interaction between endogenous BAP18 and ERα in MCF7 cells. (**E**) The distribution of BAP18 and ERα with or without E2 by immunofluorescence staining in MCF7 cells. The cells were stained with anti-DAPI (Blue), anti-BAP18 (Green), and anti-ERα (Red). Scale bars were 50*u*m. (**F**) BAP18 enhances ERα-induced transactivation in HEK293 cells. The cells were co-transfected with ERα expression plasmid together with FLAG-tagged BAP18 expression plasmid (FLAG-BAP18) or PcDNA3.1 plasmid with (white histograms) or without (gray histograms) E2 treatment (100*n*M). The expression levels of FLAG-BAP18 or ERα were detected with anti-FLAG and anti-ERα by western blotting. (**G**) MCF7 cells were co-transfected with full-length BAP18 or its truncated mutants as indicated. The expression levels of BAP18 and its truncated mutants were examined with anti-GFP by western blotting. (**H**) BAP18 increases ERα or ERα AF-2 mediated transcriptional activity. The expression plasmids of ERα full length or truncated mutants carrying ERα AF-1 or ERα AF-2 were transfected into HEK293 cells with or without BAP18 expression plasmid as indicated. Relative luciferase activity as shown above is the mean value at least three times. Student *t*-tests were used and error bars represent mean ± SD. *P< 0.05, **P< 0.01 *and* ns stands for no significance.

For exploring the function of BAP18 on ERα signaling pathway, luciferase assays were performed in cells. As shown in Figure 3F and G, the results demonstrated that BAP18-FL and its N-terminus mutant significantly up-regulated ERα-mediated transactivation in the presence of E2, but BAP18-C had no visible effect on ERα-mediated transactivation. The results suggest that BAP18 co-activates ERα action in a ligand-dependent manner and its N-terminus is probably required for its coactivator function on ERα action. To further examine which activation function domain of ERα could be regulated by BAP18, we performed luciferase assay to detect the effects of BAP18 on transcriptional activity induced by truncated ERα harboring the ligand-independent AF-1 domain (ERα AF-1) or ligand-dependent AF-2 domain (ERα AF-2). The results demonstrated that BAP18 up-regulated ERα AF-2-mediated transactivation in the presence of E2, while ERα AF-1 activation was not regulated (Figure 3H). Above all, our results suggest that BAP18 participates in the enhancement of ERα-mediated transcriptional activity.

### BAP18 facilitates the recruitment of core subunits of COMPASS-like complex to the promoter regions of ERα target genes

It has been previously reported that BAP18 as a histone H3K4me3 reader usually binds to tri-methylated histone tails on gene promoters. STRING protein network analysis suggests that BAP18 might associate with ERα and the subunits of COMPASS-like complex (COMPASS-like core proteins), including WDR5, ASH2L, and DPY30 (Supplementary Figure S4A). To determine the association between ERα and COMPASS-like core proteins together with BAP18, co-IP assays were performed in T47D cells. The results demonstrated that ERα associated with subunits of COMPASS-like core proteins together with BAP18. Also, the interaction between ERα and the subunits had no significant changes when BAP18 is depleted (Figure 4A). Meanwhile, the influence of depletion of BAP18 or COMPASS-like core proteins on the expression of other factors can be ignored as indicated (Supplementary Figure S4B, C).

**Figure 4.**
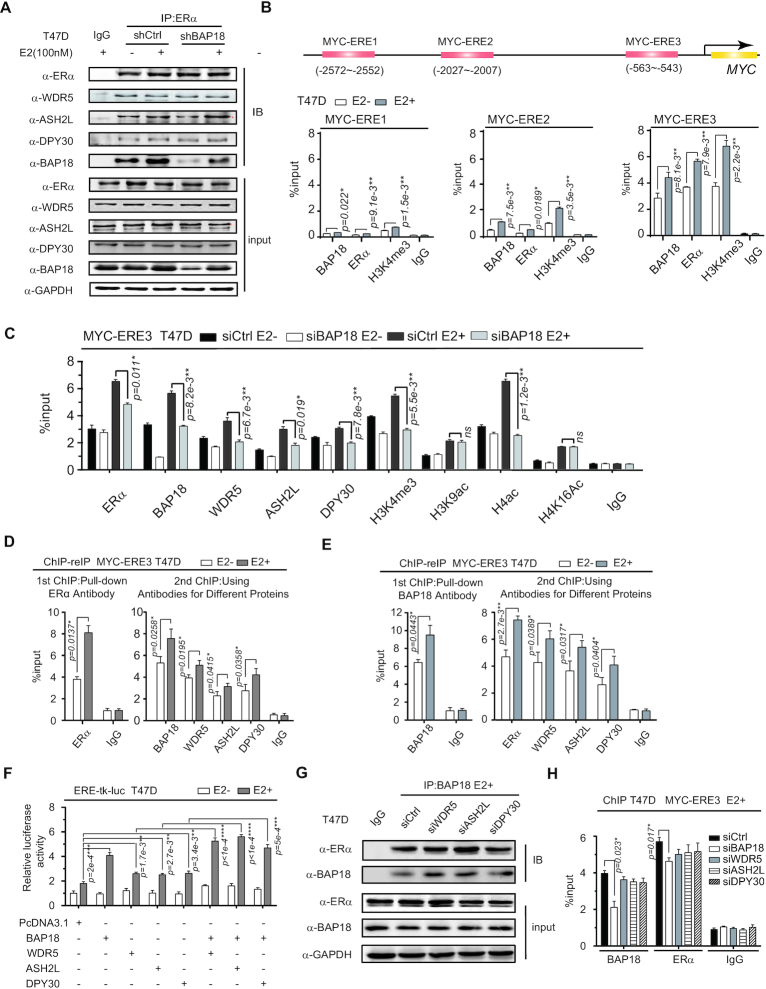
BAP18 facilitates the recruitment of COMPASS-like core proteins to the *cis*-regulatory elements of ERα target genes. (**A**) The Co-IP experiment was performed with anti-ERα and IgG in T47D cells carrying control shRNA or shBAP18 as indicated. Precipitated proteins were determined by western blotting with antibodies against COMPASS-like core proteins orBAP18/ERα as indicated. The location of the star indicates where the protein is expressed. (**B**) ChIP assays exhibited BAP18/ERα enrichments and modification of H3K4me3 at three independent EREs on upstream of the TSS region of the *MYC* gene. The location of EREs was indicated in the diagram above (red rectangle). (**C**) ChIP assays were performed with the antibodies as indicated by demonstrating the recruitment of proteins and the influence of BAP18 on protein recruitment and the histone modification levels as indicated on *MYC*-ERE3. T47D cells were transfected with control siRNA (siCtrl) or siRNA against BAP18 (siBAP18) with or without estrogen treatment (100 nM). (**D, E**) The recruitment of ERα (D) or BAP18 (E) together with each component of COMPASS-like core proteins on *MYC*-ERE3 by ChIP re-IP assays in T47D cells. (**F**) The additive effect of BAP18 on the co-activation function of COMPASS-like core proteins on the ERα-mediated transactivation. T47D cells were co-transfected with ERα together with BAP18, WDR5, ASH2L or DPY30 expression plasmids as indicated for luciferase analysis. FLAG-tagged PcDNA3 plasmids were used for the control group. (**G**) The depletion of each component of COMPASS-like core proteins does not affect the interaction between BAP18 and ERα by co-IP experiments in T47D cells. (**H**) The effect of COMPASS-like core proteins on the recruitment of BAP18 or ERα to the MYC-ERE region using ChIP assays. All data of ChIP assays, ChIP re-IP assays, and luciferase assays were representative of three independent experiments results. Student *t*-tests were used and error bars represent mean±SD. *P< 0.05, **P<0.01, ***P< 1e−3, ****P< 1e−4, *and ns* stands for no significance.

To further analyze the molecular mechanism underlying the modulation function of BAP18 on the transcription of the estrogen-induced gene, such as *MYC*, we predicted 3 EREs upstream of transcription start site (TSS) of *MYC* by EnhancerDB homepage. ChIP assay results demonstrated that the modification level of H3K4me3 was the highest on ERE3, accompanied by the amount of BAP18 and ERα recruitment (Figure 4B). We thus turned to examine whether BAP18 or ERα is recruited to MYC-ERE3 together with COMPASS-like core proteins. ChIP assays were performed in T47D cells in estrogen presence or absence as indicated. The results demonstrated that BAP18 or ERα was recruited to the promoter region of *MYC*-ERE3 upon estrogen induction. Meanwhile, BAP18 depletion could respectively reduce the recruitment of ERα or the subunits of COMPASS-like complex to the same region. Also, BAP18 depletion decreased the levels of H3K4me3 and H4ac nearby the region of *MYC-*ERE3 and *TFF1* promoter in the presence of E2, while no significant effects of BAP18 on the levels of H3K9ac and H4K16ac were observed (Figure 4C and Supplementary Figure S4E). To confirm these results, ChIP assays were further performed in cells with the ectopic expression of BAP18. The results showed that overexpression of BAP18 facilitated the recruitment of ERα or COMPASS-like core proteins, thereby enhancing the levels of H3K4me3 and H4ac on the *MYC*-ERE3 region (Supplementary Figure S4D). ChIP re-IP assays were further performed to explore whether ERα and BAP18 could be recruited together with the subunit of the COMPASS-like complex to the promoter region of the ERα target gene. The results showed that ERα and BAP18 were recruited to *MYC*-ERE region together with COMPASS-like core proteins with estrogen presence (Figure 4D and E). The results indicated that BAP18 was able to facilitate ERα or the subunits recruitment to the promoter region of ERα target genes, thereby altering the levels of H3K4me3 to enhance gene transcription.

Luciferase assays results showed that BAP18 or the subunits of COMPASS-like core proteins respectively enhanced ERα-mediated transcription, and BAP18/WDR5, BAP18/ASH2L or BAP18/DPY30 could additionally co-activate ERα action in T47D cells (Figure 4F). Additionally, co-IP assays and ChIP assays suggested that the association between BAP18 and ERα, as well as the recruitment of BAP18 or ERα to *MYC-*ERE region was not able to be influenced by the depletion of each subunit of COMPASS-like core proteins (Figure 4G and H). Taken together, our results suggest that BAP18 associates with ERα and COMPASS-like core proteins to up-regulate ERα-mediated genes transcription in ERα-positive breast cancer cells.

### BAP18 promotes the cell growth in ERα-positive breast cancer cells

Estrogen-ERα signaling pathway plays a key role in breast cancer processes, including tumorigenesis, tumor growth, carcinoma metastasis, and endocrine resistance. Having demonstrated that BAP18 acts as a co-activator of ERα to enhance estrogen-ERα mediated transactivation, we thus turn to examine the biological function of BAP18 in ERα-positive breast cancer cell lines, such as MCF7 cells and T47D cells. Growth curves analysis showed that knockdown of BAP18 inhibited cell proliferation in MCF7 cells and T47D cells (Figure 5A, B). Consistently, colony formation assays demonstrated that BAP18 depletion formed less of colonies than that in the control in the presence of estrogen (Figure 5C). Moreover, flow cytometry assays were performed as shown in Figure 5D, the results showed that depletion of BAP18 delayed the G1-S phase transition for about 7.6% or 8% in MCF7 or T47D cells. Collectively, the results suggest that BAP18 promotes cell growth/proliferation in the ERα-positive breast cancer cells.

**Figure 5.**
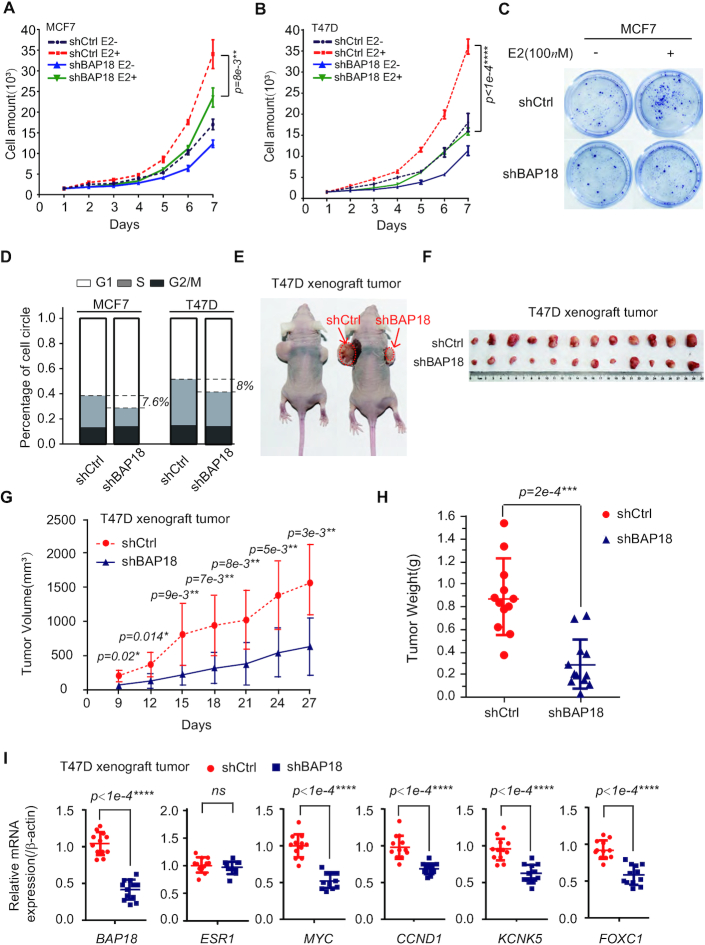
BAP18 promotes the cell growth in ERα−positive breast cancer cells. (**A**, **B**) The effect of BAP18 depletion on cell growth in MCF7 cells (A) or T47D (B) cells in the presence or absence of estrogen (E2, 100*n*M). Total cell amounts were enumerated every day, and error bars were represented as mean±SD of three independent experiments. (**C**) Representative photographs of clone formation assays with MCF7 cells under estrogen stimulation or not were shown. (**D**) The influence of BAP18 depletion on the cell cycle process in MCF7 cells or T47D cells by flow cytometry assays. The data were representative of three independent experiments. (**E**, **F**) Representative photographs showed the xenograft tumor in female *BAL B/c* mice injected with shCtrl (left/up) and shBAP18 (right/down) stable T47D cells in the normal feeding pattern. (**G**) The average tumor volume of shCtrl and shBAP18 were measured every three days beginning on the 9th day. (**H**) Tumor weights were measured between two groups of tumors 27 days later. (**I**) Quantitative RT-PCR analysis showed the mRNA level of BAP18, ERα and several ERα target genes in xenograft tumors. Student's *t*-tests were used in all data and error bars represent mean±SD. *P< 0.05, **P< 0.01, ***P< 1e−3, ****P< 1e−4 and *ns* stands for no significance.

To investigate the effect of BAP18 *in vivo*, the ectopic xenograft tumor model was established using T47D cells infected with lentivirus carrying shBAP18 or negative control lentivirus (shCtrl) separately. 4-week-old female *BAL B/c* nude mice (*n* = 12) were injected two kinds of infected cells at two oxters and the tumor volumes were measured every 3 days after injection. Compared with the control, our results suggested that BAP18 depletion resulted in depressed tumor growth before the control reached comparable sizes of tumors that had to be killed. Moreover, the tumor volumes from shBAP18-T47D cells demonstrated a slower growth rate than those from the control cells and the average tumor weight was lower than that from the control cells (Figure 5G, H). These results prompted us to performed quantitative RT-PCR to examine the changes in estrogen-induced genes. As shown in Figure 5I, knockdown of BAP18 decreased *MYC*, *CCND1*, *KCNK5*, and *FOXC1* mRNA expression in xenograft tumor tissue. Our results indicated that BAP18 could rapid tumor growth in mice and decreased estrogen-induced genes *in vivo*.

### BAP18 associates with the sensitivity of antiestrogen in ER-positive breast cancer cells

Generally, applicable endocrine treatment for ERα-positive breast cancer has been usually adopted by using ERα inhibitors, including selective ERα modulators (such as Tamoxifen), aromatase inhibitors (such as Letrozole) and selective ERα degraders (such as Fulvestrant) in clinical therapy. We further evaluated the role of BAP18 in ERα-positive breast cancer cell survival in response to the treatment of ERα inhibitors. We first generated T47D cells with stable overexpression of BAP18 to observe how the parental T47D cells and derivative BAP18 expressing cells responded to Tamoxifen treatment. The results showed that the BAP18 expressing cells were at least two-fold more resistant in low concentration treatment, suggesting that BAP18 can reduce Tamoxifen sensitivity in T47D cells. We also treated the cells with Fulvestrant and Letrozole in appropriated concentration. Results showed that treatment of Fulvestrant and Letrozole led to the development of more resistant colonies among oeBAP18 groups, indicating that BAP18 weakened three kinds of endocrine drug sensitivity in T47D cells (Figure 6A and Supplementary Figure S5D). Also, drug treatment cell curves showed similar results in T47D cells with suitable drug concentrations (Supplementary Figure S5A−C). All these results indicated that BAP18 may be associated with the sensitivity of endocrine drugs.

**Figure 6.**
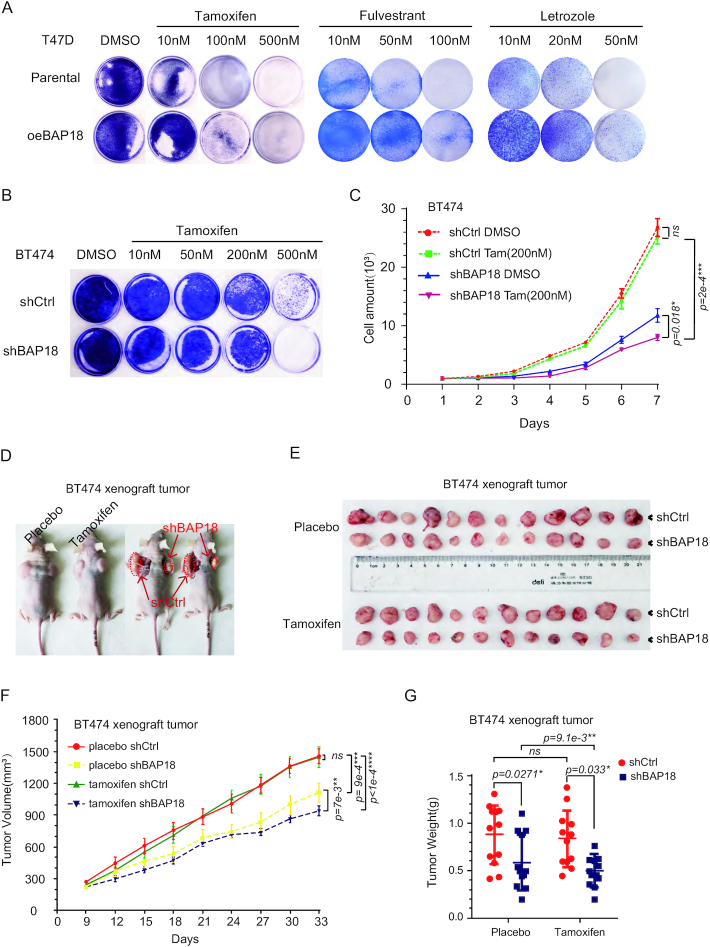
BAP18 enhances endocrine drugs sensitivity in ER-positive breast cancer cells. (**A**) The influence of BAP18 on endocrine drug sensitivity in T47D cells. T47D cells were pre-transfected with FLAG-tagged PcDNA3 plasmids (Parental) and BAP18 expression plasmids (oeBAP18). Cultured in different concentrations of three kinds of endocrine drugs for 14 days, cells in wells were stained by R250 and photographs represented one of three independent experiments. (**B**) The influence of knockdown of BAP18 on tamoxifen sensitivity in BT474 cells. Cells were infected with lentivirus against BAP18 (shBAP18) and cultured with a dose-dependent concentration of tamoxifen in a normal culture base. (**C**) Cell growth curves showed the effect of BAP18 depletion on tamoxifen treatment on cell growth in the BT474 cells. 200*n*M tamoxifen was used in 7 days’ culture. Student's *t*-tests were used in all data and error bars represent mean ± SD. *P< 0.05, **P< 0.01 and ***P< 1e−3. (**D**, **E**) Representative photographs for the xenograft tumors in female *BAL B/c* mice injected with shCtrl (left/up) and shBAP18 (right/down) stable BT474 cells, control cohort feed with placebo tablets and experimental cohort mice feed with tamoxifen citrate. (**F**) Tumor volume among the four groups showed the effect of BAP18 silencing on BT474 intrinsic Tamoxifen sensitivity. Mice were fed with equal of placebo and tamoxifen citrate in every three days. The drugs were used onthe9th day and the plot represents the volume of tumors. (**G**) Data showing the tumor weight of mice after 33 days. In all data, Student *t*-tests were used. Error bars represent mean ± SD. *P< 0.05, **P< 0.01, ***P< 1e−3, ****P< 1e−4 and ns stands for no significance.

Considering that Tamoxifen is the most common endocrine drug, we conducted Tamoxifen treatment assays in BT474 cells, which were recognized to have intrinsic Tamoxifen resistance. After establishing BAP18 knockdown in BT474 cells with shRNA, we treated the parental and shBAP18 cells into discrete concentration tamoxifen for 3 weeks. The results showed that the decrease of BAP18 led to fewer cell survival, especially in 500 nM tamoxifen treatment though BT474 could survive with tamoxifen slowly (Figure 6B). For further confirming the function of BAP18 in tamoxifen resistance progress, we treated BT474 cells with tamoxifen and DMSO under BAP18 depletion (shBAP18) or negative control (shCtrl) in short time experiments. Excluding the influence of BAP18 depletion, the results indicated that BAP18 depletion increased the sensitivity of tamoxifen in BT474 cells and also declined the growth of BT474 cells under tamoxifen treatment within two weeks especially in high concentration tamoxifen (Figure 6C). Taken together, our results indicate that BAP18 might be involved in influencing endocrine sensitivity in ERα-positive breast cancer.

According to the previous biological function of BAP18 on tamoxifen resistance in cultured cells, we next sought to explore whether BAP18 affected tamoxifen treatment *in vivo*. BT474 cells transfected with lentivirus shBAP18 or shCrtl were injected into 4-week-old *BAL B/c Nude* mice (*n* = 12). In the process of tumor growth, we fed each mouse with tamoxifen citrate or placebo pellets to ensure our tamoxifen treatment. Our results showed that knockdown of BAP18 could retard tumor growth no matter tamoxifen-treated (Figure 6F). Compared with placebo treatment, tamoxifen treatment only modestly delayed tumor growth; however, BAP18 depletion could magnify the tamoxifen effect to make more BT474 cells dead (Figure 6G). Similar to the data in vitro, all these results indicate that BAP18 is associated with the sensitivity of antiestrogen in ERα-positive breast cancer cells.

### BAP18 is highly expressed in clinical breast cancer samples

To investigate the expression of BAP18andERα in clinical breast cancer samples, we collected 42 pairs of freshly frozen breast cancer tissues and the adjacent noncancerous tissues, which were taken from the surgical operation. Especially in ERα-positive breast cancer, BAP18 had a higher expression level in cancer tissues than that in adjacent noncancerous tissues (Figure 7A-B). Also, the mRNA of BAP18 is high expressed in calculated 29 pairs of breast cancer individuals (Figure 7C). We also examined the expression of BAP18 and ERα in paraffin sections including 202 cases of breast cancer tissues and 40 cases of benign tissues using immunohistochemical (IHC) analysis. Compared with the low staining of BAP18 in benign tissues, BAP18 had an increased expression level in moderately differentiated breast cancer samples (Grade II) and poorly differentiated ones (Grade III) but had no significance in well-differentiated ones (Grade I) (Figure 7D-E). Furthermore, BAP18 expression exhibited a solid link with the pathological factors, indicating that BAP18 tended to bring superiority into ERα-positive breast cancer and deteriorated the process of cancer (Table 1). Our data suggest that BAP18 is highly expressed in breast cancer tissues, contributing to the promotion of cell growth and endocrine resistance in ERα-positive breast cancer.

**Figure 7.**
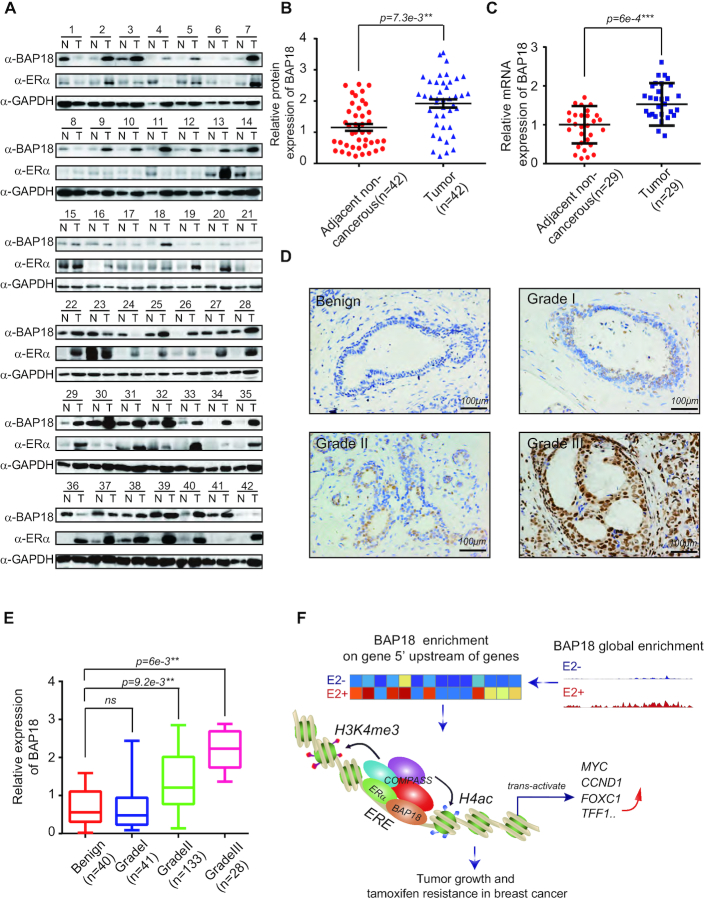
BAP18 is highly expressed in clinical breast cancer samples. (**A**) Expression of BAP18 and ERα in fresh human breast tissues. N represents adjacent noncancerous tissues and T for tumors. (**B**) Statistics for expression of BAP18 in adjacent noncancerous tissues and tumor tissues. The student *t*-test was used and **P< 0.01. (**C**) Statistics for expression of ERα in adjacent noncancerous tissues and tumor tissues. The student *t*-test was used and ***P<1e−3. (**D**) Representative tissue staining of BAP18 was shown. Magnification was 20× and the scaling bar was 100 μm. (**E**) the statistics of expression of BAP18 in different grades of benign tissue and breast cancer tissue. Student's *t*-tests were used and error bars represent mean ± SD. **P< 0.01 and ns stood for no significant. (**F**) The schematic representation of the function of BAP18 acting as a co-activation of ERα in breast cancer.

**Table 1.** Expression of BAP18 in breast cancer samples with clinical characteristics.

Variables	Groups	Cases (*N* = 150)	BAP18 high expression (*N* = 96)	BAP18 low expression (*N* = 54)	*P*-value
**Univariate analysis**					
**Age**	≤55	94	67	27	
	>55	56	29	27	0.0162*
**T**	T1	33	17	16	
	T2+	117	79	38	0.0907
**N**	N0/N1	103	67	36	
	N2+	47	29	18	0.6921
**Histological stage**	I	28	9	19	
	II/III	122	87	35	<0.001****
**ERα status**	ERα+	119	84	35	
	ERα-	31	12	19	0.001***
**PR status**	PR+	68	41	27	
	PR-	82	55	27	0.3892
**HER2status**	HER2+	17	11	6	
	HER2−	133	85	48	0.9487
**Multivariate analysis**					
**Age**	≤55	94	67	27	
	>55	56	29	27	0.0873
**Histological stage**	I	28	9	19	
	II/III	122	87	35	<0.001****
**ERα status**	ERα+	119	84	35	
	ERα−	31	12	19	0.2455

T represents tumor size and N represents lymph Node.

In univariate analysis, *Chi-square* test were used, ***P< 0.001 and *P< 0.05; and in multivariate analysis, *Hosmer and Lemeshow* test were used, ***P< 0.001.

## DISCUSSION

BAP18 has been previously identified as a novel modifier of chromatin structure to be involved in the regulation of androgen receptor action using our *Drosophila* experimental system (39). It has been reported that BAP18 acts as an H3K4me3 reader with unknown function (34). Importantly, we recently found the significant high expression of BAP18 is positively correlated with the poor survival in ERα-positive breast cancer. However, the global enrichment of BAP18 on the chromatin upon estrogen stimulation, and the molecular mechanism underlying the function of BAP18 on ERα-positive breast cancer are largely unknown. Here, ChIP-seq analysis was performed to show that the half estrogen response elements (EREs) as well as SP-1, NF-kB or AP-1 binding sites are the significant enrichment sites found in estrogen-induced BAP18 binding sites. Moreover, we have demonstrated that BAP18 is a vital co-regulator for estrogen-induced gene activation. As an H3K4me3 reader, BAP18 is required for the recruitment of the core subunits of the COMPASS-like complex to the promoter regions of ERα target genes. BAP18 is involved in the promotion of tumor growth and proliferation and associates with the sensitivity of antiestrogen in ERα-positive breast cancer (Figure 7F).

Histone readers can specifically recognize histone markers, constituting a vital mechanism of maintaining the proper epigenetic landscape. Lysine methylation on histone is commonly associated with the regulation of gene transcription. H3K4me3 is a specific hallmark of active chromatin, and H3K4me3 reader usually acts as a component of the protein complex to be involved in epigenetic modulation of gene transcription to exert their vital biological functions. Several H3K4me readers have been identified to be essential for the regulation of gene transcription and tumor progression (47–54). Here, we focused on investigating the function of BAP18 characterized as a novel H3K4me3 reader in breast cancer. Consistent with the previous finding that BAP18 binds at H3K4me3 sites of histone, BAP18 was found in this study to be mainly enriched on a high-level of H3K4me3 sites of activated ERα target genes and BAP18 was mainly recruited to promoter regions of its enrichment genes with or without estrogen stimulation in MCF7 cells (Figures 4B and 1B). Thus, BAP18 appeared to be a critical determinant for promoter activation of genes.

From the genomic analysis of BAP18 occupation on the whole genome, ChIP-seq analysis has demonstrated that BAP18-enrichment genes participate in a series of important signaling pathways involved in the cancer process. Interestingly, BAP18 would be recruited to the promoter region of E2-induced genes, such as *MYC*, *CCND1*, and *FOXC1*, with ERα as well as other transcription factors, such as FOXA1, SP-1, AP-1 and GATA3. These findings suggest that BAP18 might be involved in regulating the transcription of putative E2-induced genes through other transcription factors, besides ERα. On the other hand, we found that the recognizing motifs of CCCTC binding factor (CTCF) and BORIS, which can link chromatin domains via long-distance interactions (55), are the most obvious enrichment sites detected in BAP18 binding sites. These findings suggest that in addition to the co-activation function of ERα action, BAP18 possibly participates in the loop formation of promoter-enhancer during gene transcription regulation process.

Histone methyltransferase complexes, mainly consisting of histone methyltransferases (HMTs) and histone interacting proteins, play crucial roles in chromatin remodeling, histone modification, cell differentiation, or tumorigenesis in mammalian cells. COMPASS-like core subcomplex is acceptable for H3K4 methyltransferase activity, which contains WDR5, RbBP5, DPY30, ASH2L, and other potential combinative proteins (56–60). Prediction analysis for the proteins which were potentially associated with BAP18 by STRING database, it is possible that BAP18 interacts with WDR5, ASH2L, and DPY30 in the presence of ESR1 (ERα). In T47D cells, we provided the evidence to show that BAP18 could interact with the COMPASS subcomplex with ERα, while had little effect on spatial interaction between COMPASS proteins and ERα. On the chromatin, BAP18 could influence ERα and COMPASS recruitment in specific DNA regions. These results indicate that BAP18, as an H3K4me3 reader, also acts as an adaptor of COMPASS complex, participating in ERα-mediated gene activation. Of interest, genome browser tracks of estrogen-induced genes have shown that BAP18 bound on gene proximal promoter region with activation hallmarks, such as H3K4me3 and H3K36me3 with estrogen treatment (Figure 1H). Regarding the regulation function of BAP18 as an H3K4me3 reader on ERα action, we speculate that there might be a first estrogen-induced activation status on the promoter regions of ERα target gene. Thereafter, BAP18 is recruited to recognize H3K4me3 at the active chromatin to contribute to continuously maintain ERα-induced gene activation. Meanwhile, BAP18 facilitates the recruitment of COMPASS-like core proteins for further altering histone modification levels at the promoter region of the ERα target gene. Also, the predicted binding proteins of BAP18 contained SETD1A, SETD1B, and NCOA1, which had been recognized as typical histone methyltransferase and acetyltransferase (Supplementary Figure S4A). These results suggest that BAP18 might be involved in complicated chromatin events to be essential for epigenetic modulation of ERα-mediated gene transcription in breast cancer.

The co-regulators of ERα are necessary for modulating ERα action to maintain homeostasis of ERα function. Abnormal regulation of ERα action leads to breast tumorigenesis or transformation of endocrine resistance. Some of ERα target genes, including *MYC*, *EGF* or *FOXC1*, play crucial roles in endocrine resistance (15,16,61–63). It has been reported that ERα-induced activation of enhancers/super-enhancers and transcriptional reprogramming has been recently reported to be crucial for the occurrence of endocrine resistance (64–66). Thus, identification of the novel co-regulator and clarification of the molecular mechanism for modulation of E2/ERα signaling in breast cancer is important to advocate a new therapeutic strategy for ERα-positive breast cancer and endocrine resistance. In our study, we provide evidence to show that BAP18 as a novel co-activator of ERα associates with the sensitivity of endocrine drugs. The potential molecular mechanism is speculated as followed: In this study, our data indicate that BAP18 acting as a co-activator of ERα enhances ERα-induced transactivation. BAP18 or ERα is recruited to promoter regions of putative ERα downstream regulatory genes (Figures 2 and 4). Moreover, BAP18-enrichment genes are mainly involved in cancer/endocrine resistance-related signaling pathway activation, such as G protein-coupled receptor (GPCR) ligand binding and cytokine-mediated signaling pathways in the presence of E2 (Figure 1C, D). Thus, BAP18 might alter the sensitivity of antiestrogen through its function on the regulation of ERα-mediated transcriptional activity; On the other hand, it would be the function of BAP18 on another important signaling pathway except for ERα. It has been reported that BT474 exhibited HER2 over-expression pattern, HER2 signaling pathway, and its associated pathways (including MAPK cascade, protein phosphorylation, cell surface receptor signaling pathway, tyrosine kinase signaling pathway, etc.) were compensatively activated with antiestrogen treatment (67,68). Using global ChIP-seq analysis, we found that BAP18-enrichment genes participate in a series of signaling pathways in E2-absent or E2-independent conditions. BAP18 would play its genome-wide roles in modulation of gene transcription via recruitment of other transcription factors, thereby participating in the regulation of some signaling pathways, including HER2 associated pathways, which are crucial for endocrine resistance (Supplementary Figure S2A–D).

Collectively, our data have demonstrated that BAP18 as an H3K4me3 reader participates in epigenetic modulation of ERα action, thereby promoting cell growth and proliferation in breast cancer-derived cell lines. Moreover, BAP18 is associated with the sensitivity of antiestrogen. These findings suggested that BAP18 may serve as a potential therapeutic target for ERα-positive breast cancer, and even for endocrine resistance. Thus, understanding the molecular mechanism of BAP18 in regulating oncogenic ERα pathway would be helpful to define the improved therapeutic strategies and develop small molecular reagents for endocrine-resistant breast cancer.

## Supplementary Material

gkaa787_Supplemental_Files

# Supplementary material for: An H3K4me3 reader, BAP18 as an adaptor of COMPASS-like core subunits co-activates ERα action and associates with the sensitivity of antiestrogen in breast cancer
**Source:** Nucleic Acids Res. 2020 Sep 28;48(19):10768–84. doi: 10.1093/nar/gkaa787

Supplementary Figure 1

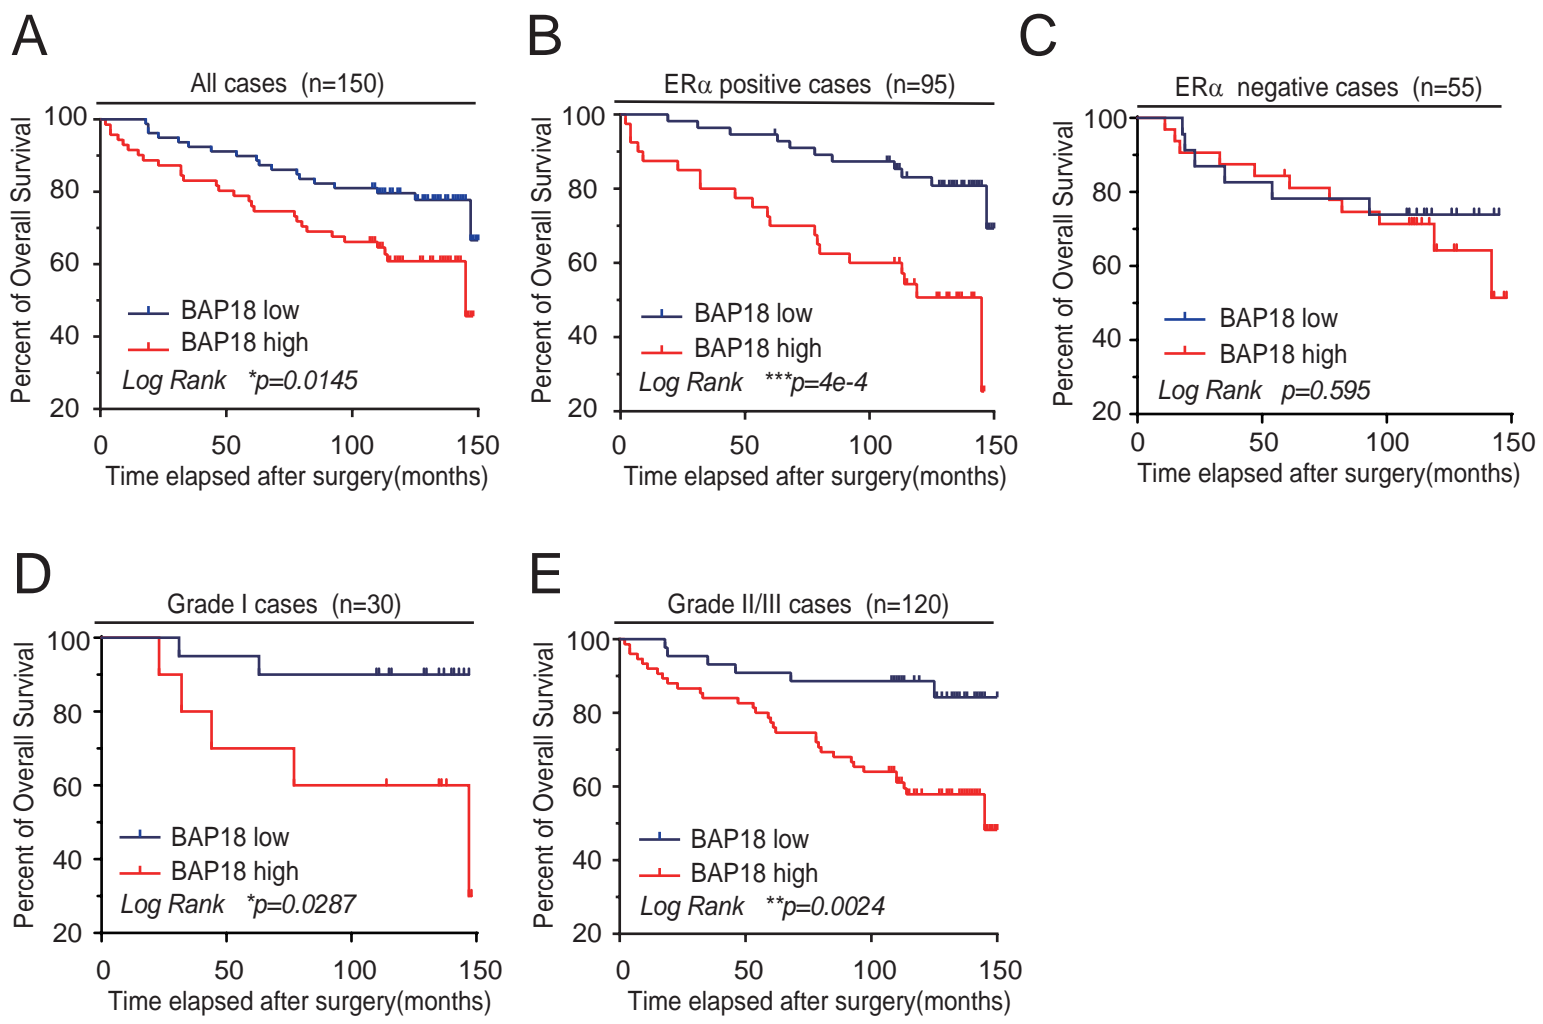

Supplementary Figure 2

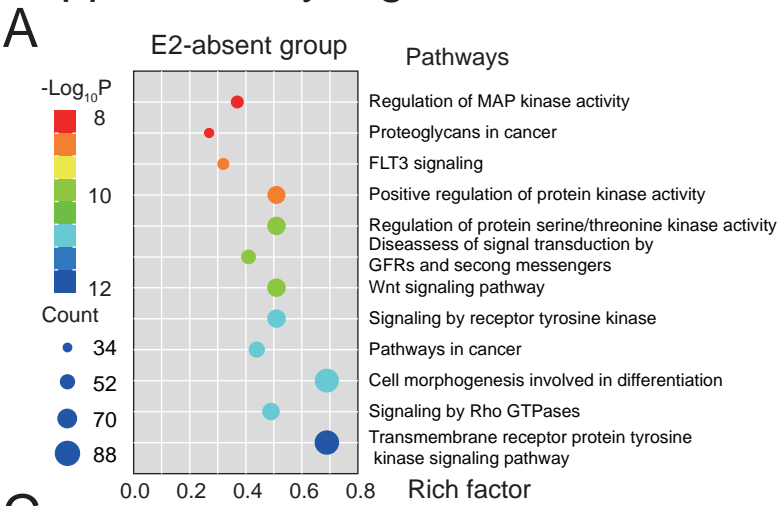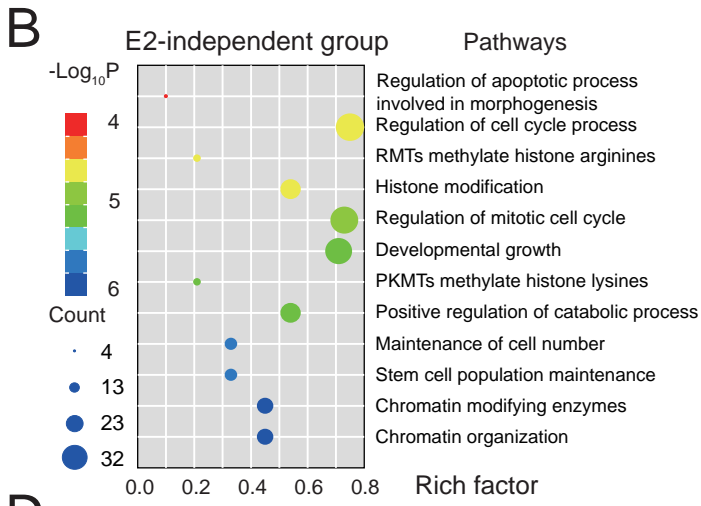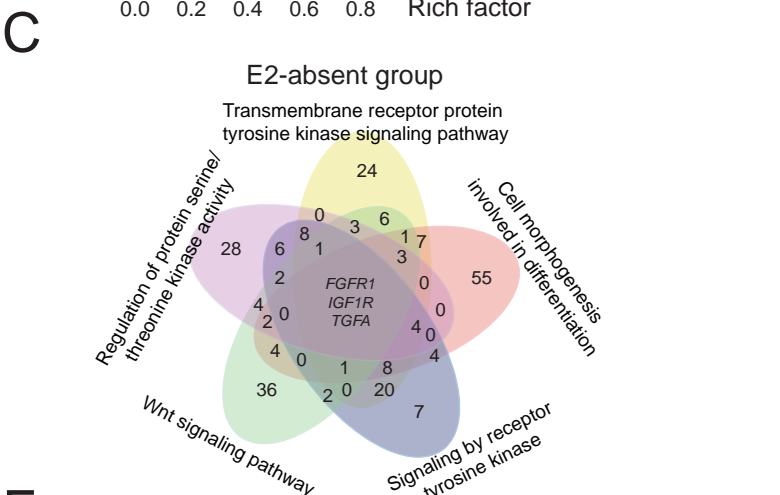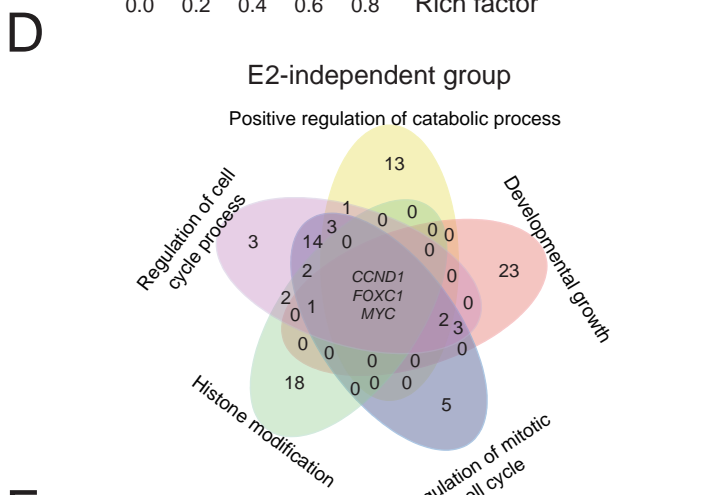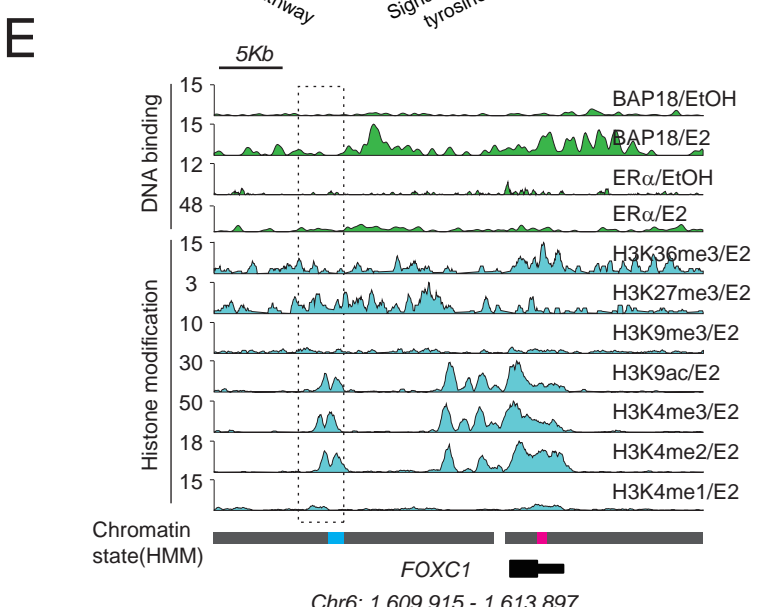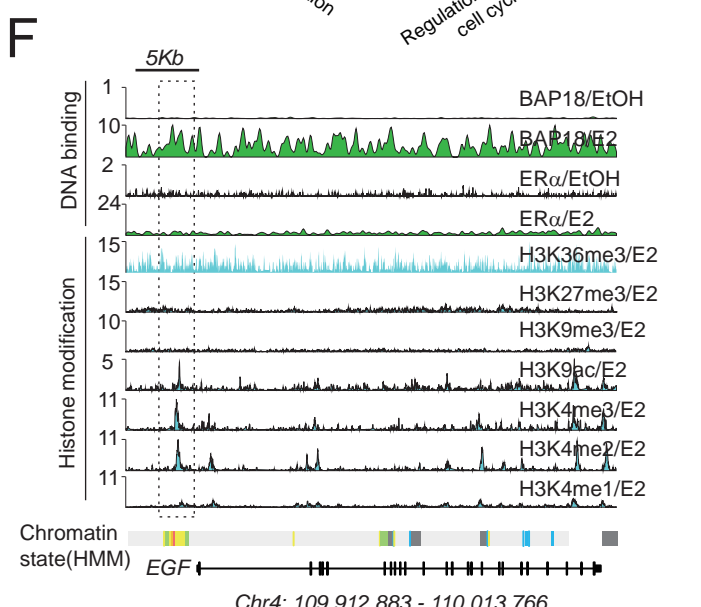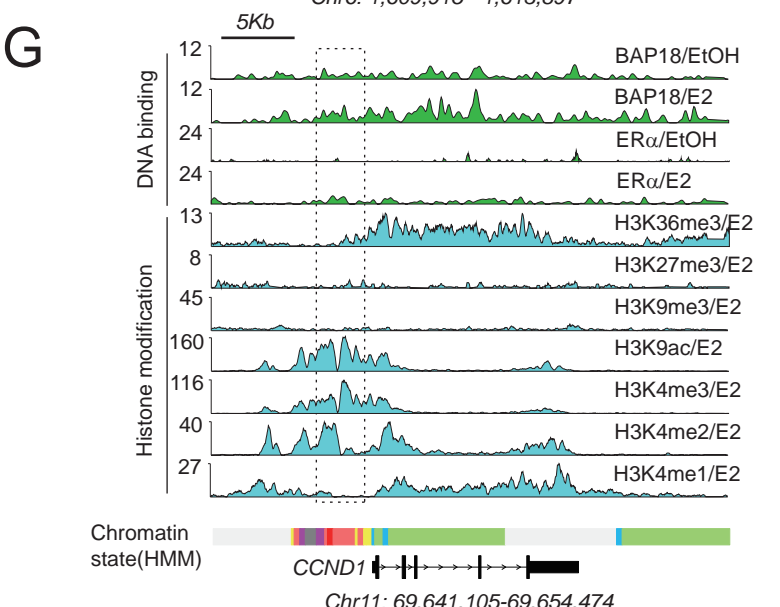

Supplementary Figure 3

A

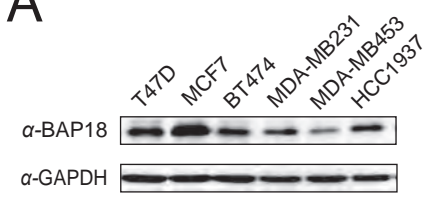

B

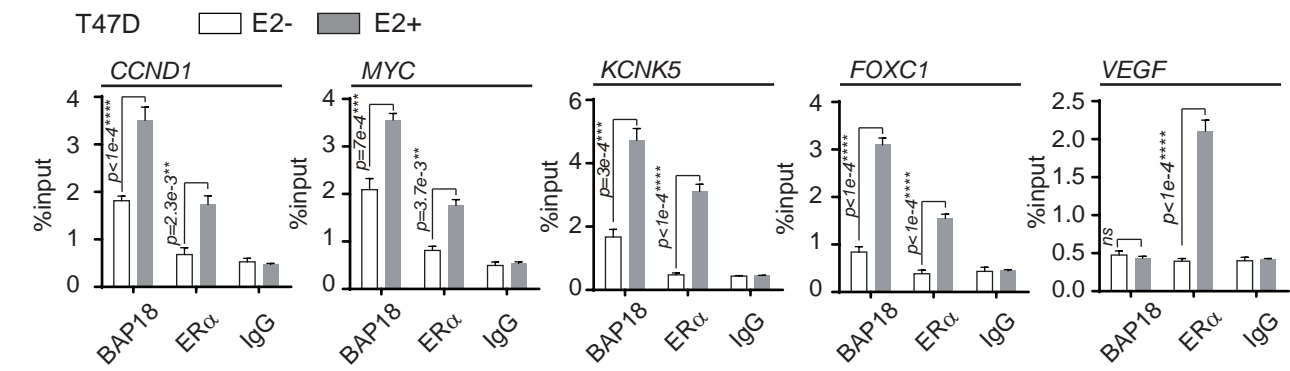

C

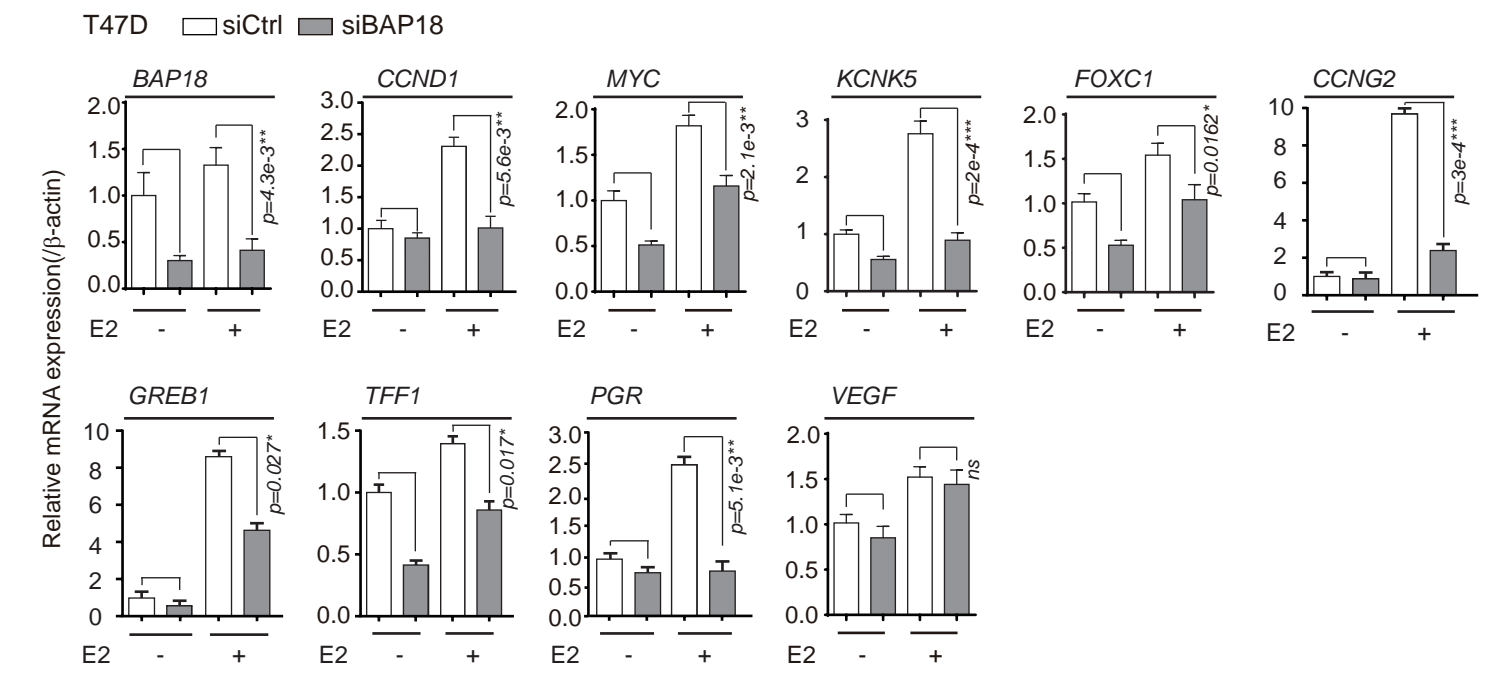

Supplementary Figure 4

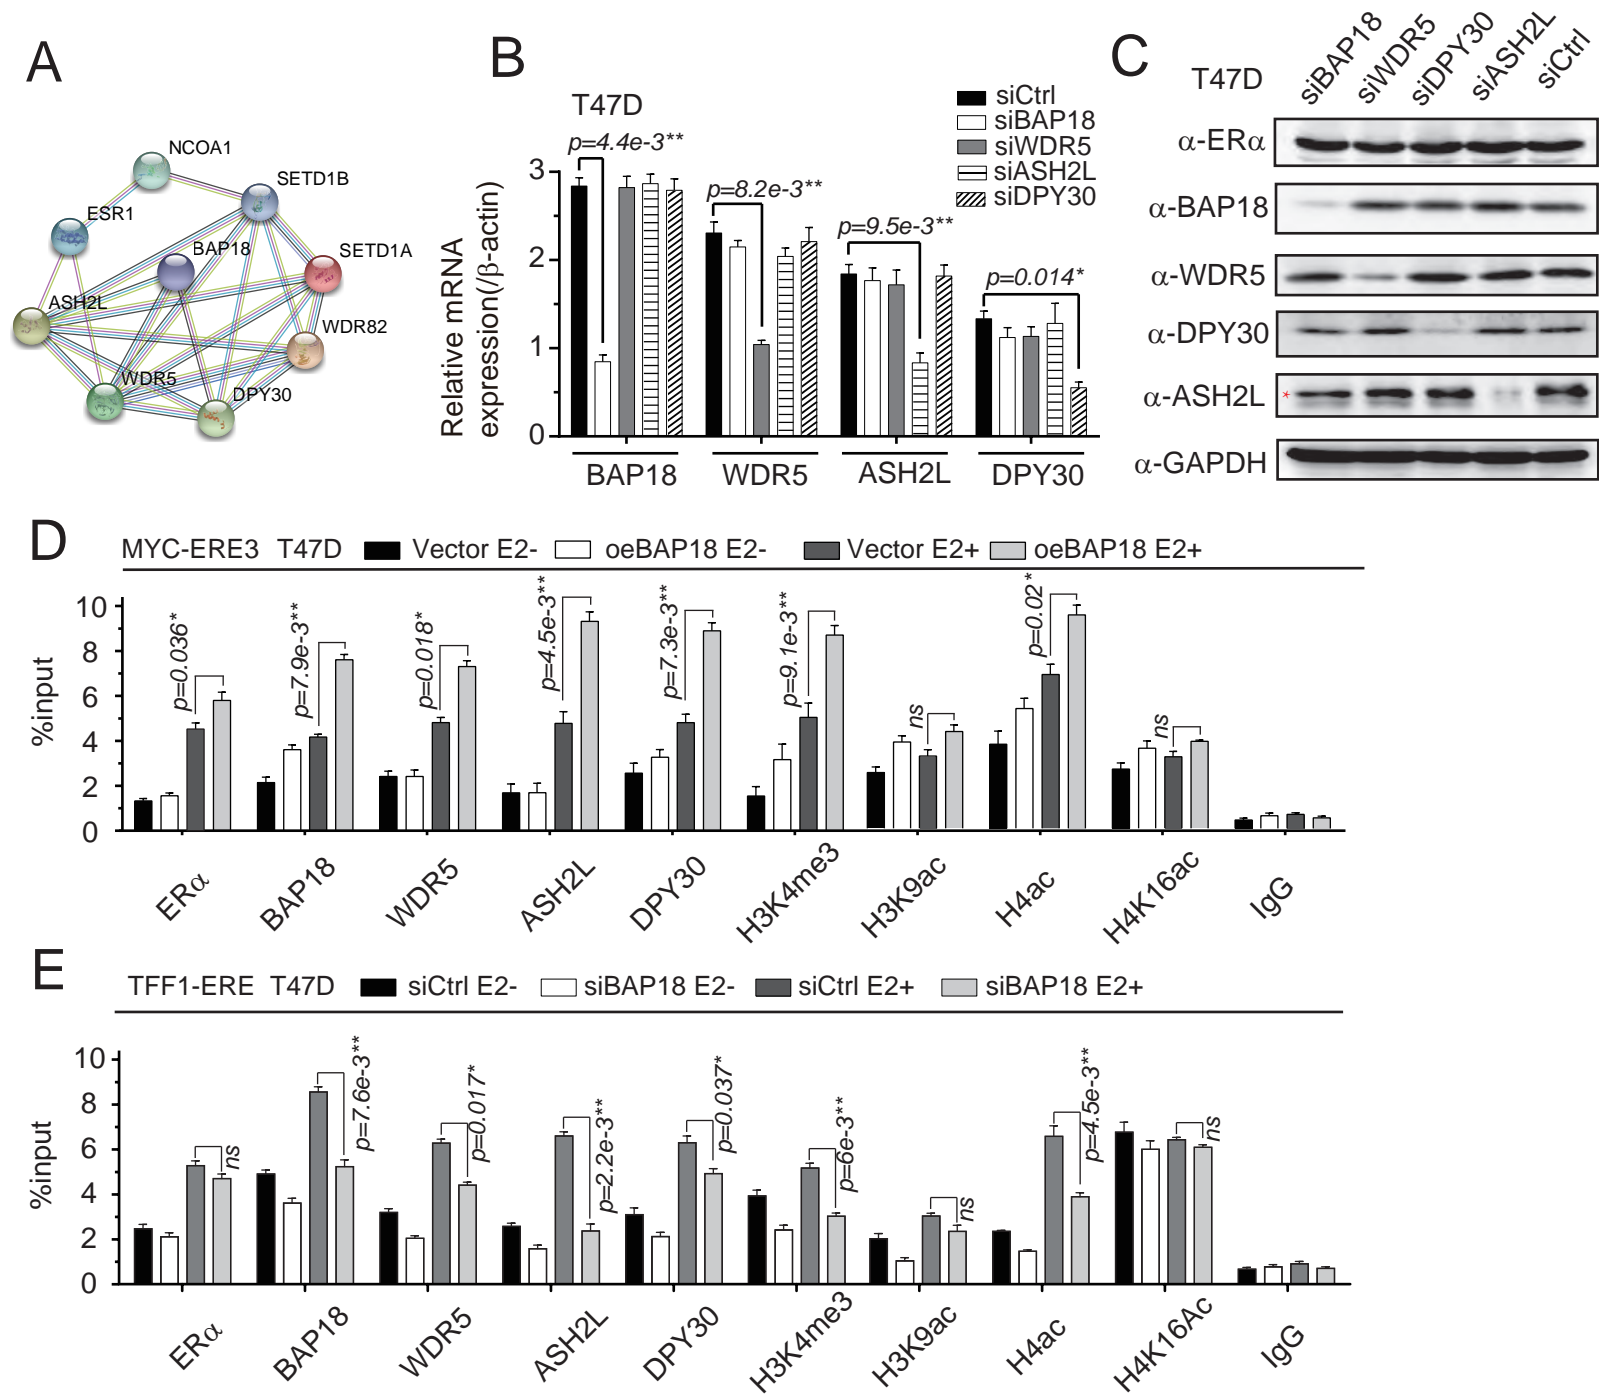

Supplementary Figure 5

A

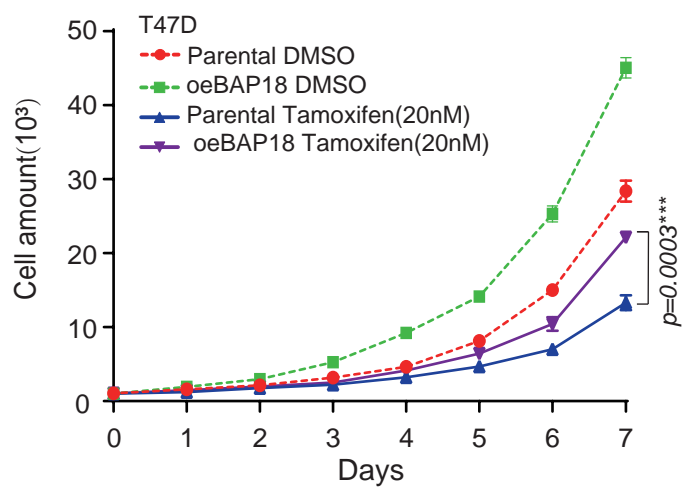

B

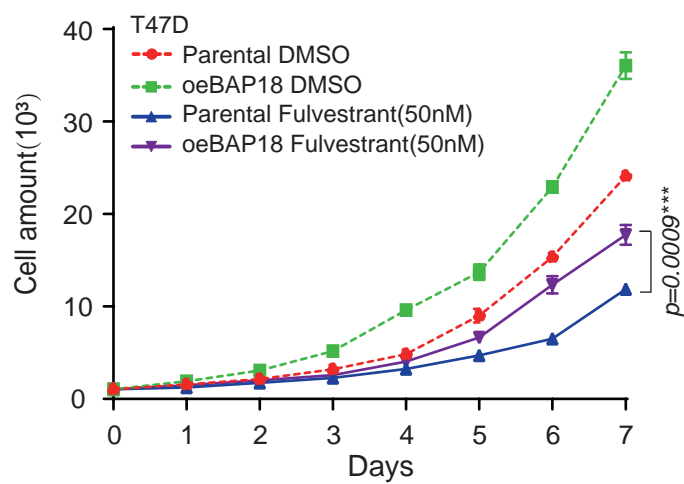

C

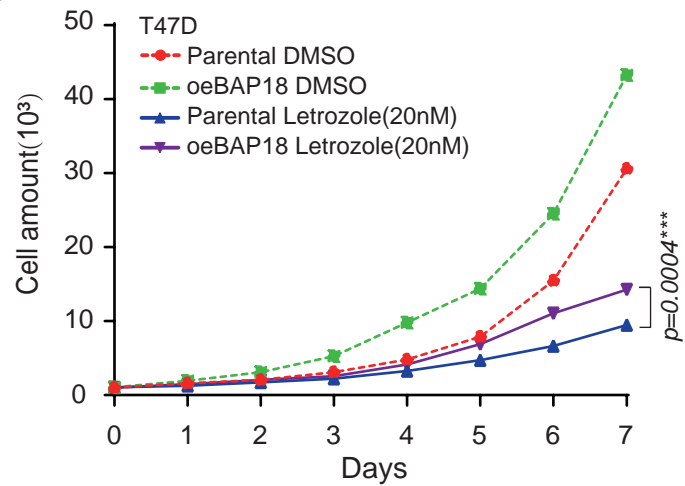

D

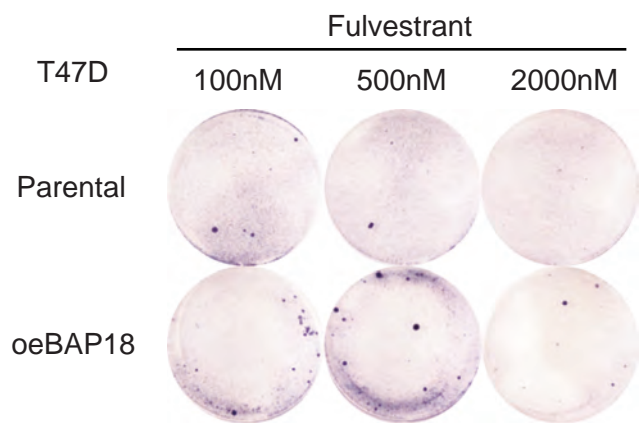

**Supplement:** gkaa787_Supplemental_Files

# Supplementary material for: An H3K4me3 reader, BAP18 as an adaptor of COMPASS-like core subunits co-activates ERα action and associates with the sensitivity of antiestrogen in breast cancer
**Source:** Nucleic Acids Res. 2020 Sep 28;48(19):10768–84. doi: 10.1093/nar/gkaa787
**Supplement:** gkaa787_Supplemental_Files

**Supplementary data**

**Supplementary Figure Legends**

**Supplementary Figure 1. High expression of BAP18 is positively correlated with poor survival in breast cancer.**

(A-C) Overall survival analysis indicated the relationship between the BAP18 expression levels and patients' survival time among (A) all cases or (B) all ERα- positive cases or (C) all ERα-negative cases. (D-E) Overall survival showed the effect of BAP18 expression on patients who belong Grade I (D) and Grade II/III (E). *Log-rank* tests were used among these patients, **p<0.05, **p<0.01, ***p<1e-3,* and *p>0.05* meant no significant*.*

**Supplementary Figure 2. The global genomic occupation of BAP18 upon estrogen treatment.**

(A-B) Bubble diagrams indicated related signaling pathway of all BAP18-enrichment-on-promoter genes in E2-absent group (A) and E2-independent groups (B). (C-D) Genes among E2-absent group (C) and E2-independent group (D) participate in GO pathways to merge with Venn diagram, which showed the most important genes of BAP18-enrichment and their signaling. (E-G) Genomic browser snapshots, depicting BAP18 and ER binding and several histone modifications on *FOXC1* (E), *EGF* (F), and *CCND1* (G). Genomic coordinates and read counts are indicated above.

**Supplementary Figure 3. BAP18 is recruited to the cis-regulatory elements of a series of estrogen-induced genes.**

(A) Western blotting assay indicated the expression of BAP18 in six independent cell lines. (B) T47D cells were treated with or without estrogen (E2, 100*n*M), following quantitative RT-PCR (qPCR) analysis to examine the recruitment of BAP18 and ERα on selected estrogen-induced coding genes 5’ upstream sequencing as indicated. Student *t*-test were used for statistics and error bars represented mean±SD, ***p < 0.01, ***p < 1e-3, ****p<1e-4* and *ns* meant for no significant. (B) qPCR analysis demonstrating the mRNA expression of estrogen-induced genes in T47D cells transfected with control siRNA (siCtrl) or siRNAs specific against BAP18 (siBAP18). Student *t*-tests were used and error bars represent mean±SD. **p<0.05; **p<0.01, ***p<1e-3, ****p<1e-4* and *ns* for no significant*.* (C) ChIP assays were performed to show the enrichment of BAP18 and ERα on several BAP18-decreased-enrichment genes’ promoter regions. Student *t*-tests were used, **p < 0.05* and ***p < 0.01.*

**Supplementary Figure 4. BAP18 facilitates the recruitment of core subunits of COMPASS-like complex to the promoter regions of ERα target genes.**

(A) The interaction relationship between BAP18 and several COMPASS core proteins with ERα generating by STRING (https://string-db.org/). (B-C) Different siRNA against BAP18 or COMPASS proteins treated in T47D cells. (B) Statistics for q-PCR in mRNA expression and (C) for protein expression. Student *t*-tests were used and error bars represent mean±SD. **p<0.05*and ***p<0.01.* (D-E) Chromatin immunoprecipitation (ChIP) assays were performed with different antibodies indicating proteins recruitment or histone modification level. T47D cells were transfected with BAP18 overexpression plasmids on *MYC-ERE* (D) or siRNA against BAP18 on *TFF1-ERE* (E) with or without estrogen (10*n*M) and analyzed by q-PCR. Student*-t* tests were used, **p<0.05; **p<0.01 and ns* for no significant*.*

**Supplementary Figure 5. BAP18 alters the sensitivity of antiestrogen in T47D cells**

(A-C) cell curve assays showed the effect of BAP18 on three kinds of endocrine drugs with IC50 concentrations. Student *t*-test were used and ****p<1e-3*. (D) High level concentration of Fulvestrant were treated in parental and BAP18 over-expression (oeBAP18) T47D cells. Cells were treated about 14 days and stained with Coomassie brilliant blue.

# Supplementary material for: An H3K4me3 reader, BAP18 as an adaptor of COMPASS-like core subunits co-activates ERα action and associates with the sensitivity of antiestrogen in breast cancer
**Source:** Nucleic Acids Res. 2020 Sep 28;48(19):10768–84. doi: 10.1093/nar/gkaa787
**Supplement:** gkaa787_Supplemental_Files

**Supplementary table 1. siRNA used in this study**

| Name | Sense(F’) | Anti-sense(R’) |
| --- | --- | --- |
| BAP18 | GGGACGAUCUUAAUCACAUdTdT | AUGUGAUUAAGAUCGUCCCdTdT |
| DPY30 | CACUCUGAGUACGGUCUCAdTdT | UGAGACCGUACUCAGAGUGdTdT |
| WDR5 | CGAUGUAGCCUGGUCGUCAdTdT | UGACGACCAGGCUACAUCGdTdT |
| ASH2L | GAGAUGUAUUCUUGGUAAAdTdT | UUUACCAAGAAUACAUCUCdTdT |

dTdT: DNA bases within RNA oligos.

**Supplementary table 2. Primers used for quantitative RT-PCR**

| Name | Sense(F’) | Anti-sense(R’) |
| --- | --- | --- |
| BAP18 | TGGCATCTGGTGTCTTGTCA | TTGGCATCGGAGTCGTTCA |
| KCNK5 | GTCCTGTGTTCTTCCCGCTC | CCCTAGTCTCTTGGCACGTC |
| MYC | CGTCCTCGGATTCTCTGCTC | GCTGGTGCATTTTCGGTTGT |
| FOXC1 | AGTCAGCTTGCTTTGAGGCTA | AGGCATCACCGTGGTAAGAC |
| VEGF | GTCTTGACTCTACTCCACCCC | CTCGGTACTGACATCGCTCC |
| ESR1 | GACTGCACTTGCTCCCGT | CCACTTCGTAGCATTTGCGG |
| CCND1 | CTGATTGGACAGGCATGGGT | GTGCCTGGAAGTCAACGGTA |
| CCNG2 | GGTGAGGCTACAGTGATTCCA | CAAGGCACAGATGCCAAACC |
| GREB1 | ATGGAGGACCTGGAGCAGAT | ACAGTGCTACTCACAAGATCCC |
| TFF1 | TCCCCTGGTGCTTCTATCCT | GGACTAATCACCGTGCTGGG |
| HSP27 | AGACGTCCAGAGCAGAGTCA | ATGTAGCCATGCTCGTCCTG |
| PGR | AAATCTACAACCCGAGGCGG | CGGCTCCTTTATCTCCCGAC |
| WDR5 | GGCTGGCAAGTTCATCTG | TGAGACAATAAGGTTGGACTG |
| ASH2L | GTGGCTTGGAGACAGAAT | AGGTAGACAGGATGAGGTAT |
| DPY30 | TCACTCTGAGTACGGTCTC | GATAGGCACAACTGTCTGAT |

**Supplementary table 3. Primers of ChIP used for quantitative RT-PCR**

| Name | Sense(F’) | Anti-sense(R’) |
| --- | --- | --- |
| TFF1 | GGCCATCTCTCACTATGAATCACTTCTGC | GGCAGGCTCTGTTTGCTTAAAGAGCG |
| MYC | CTCCCGTCTAGCACCTTTGA | GATGTGTCTGCCTGTTCCAGA |
| KCNK5 | TGTTCTTCCCGCTCCTTACG | GCCCTCCAGCCTCTGAAAAC |
| FOXC1 | GACGAACCTTCTTCCCCACC | TCCTGTCCTGAACTCGGCTA |
| VEGF | CCTTTGCCTTGCTCTGTCAC | TGTTGTGCTGTTGTCCTCCA |
| MYC-ERE1  MYC-ERE2  MYC-ERE3 | CCCTGTGGAGAGCACTCATTT  TCACTTATTATTCACCAGCCCA  TTTTTGTGCATGACCGCATTTC | TACGGGGCAAAGAATCCCTG  GGTGATGGGTATTTGGTTTGGC  ACCGGACTTCCTAAAAGGGG |

How the deposited data were processed for this re-analysis (not part of the article)

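BAP18 occupancy was measured by ChIP-seq in MCF7 cells without estrogen and with E2, with 1 BAP18 library and 1 input library per condition. The files used were 2 lists of peaks, 1 for each BAP18 library; the input libraries were not analysed here. Conditions were taken from the sample labels and the paper. The labels give 10 nM for 48 h and the paper 100 nM.

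The authors called the peaks of each library against its input before they deposited the lists. The deposited fold enrichment is a ratio of the BAP18 library to the input or local background, read here as the pileup plus 1 divided by a background plus 1, from which the background was calculated. The deposited p-value and FDR are the authors' values per peak and per library, and in 100% of the peaks of both libraries the p-value matched a Poisson tail of the pileup at that background to within 0.5%. The deposited pileup is a signal in whole overlapping fragments, not scaled to depth as far as its values show. FastQC is the tool named in the submitters' processing notes, with no version. The aligner, the peak caller and their versions are not given in the sources used here. The notes name the build hg18, while the sequence names and the positions belong to GRCh38, so GRCh38 is used here and no position was converted. Deposited peaks reach an FDR of 0.386 in the list labelled without estrogen and 0.807 in the list labelled with estrogen, so the FDR of 0.01 in the paper's methods was applied here, with a fold enrichment above 2. Read totals and depth are not known. In the library labelled without estrogen the smallest pileup of a peak past the thresholds was 6 fragments, and in the library labelled with estrogen it was 8.

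Overlaps between libraries were counted from at least 1 bp and set beside 100 random placements within chromosomes. Gene positions came from the RefSeq gene table of GRCh38, with 59679 genes on chromosomes 1 to 22, X and Y, of which 43043 have a transcript and 20037 are protein-coding. The table gives no strand, exon or sequence. The paper's promoter window was therefore set at both ends of a gene, exons, introns and transcript ends were not separated, and the motif tests could not be run. Shares of peaks carry an exact (Clopper-Pearson) 95% interval, which covers counting error only, and were set beside the same peaks or genes shifted by 1 Mb both ways. For tRNA and other short genes the window was 500 bp outside to 100 bp inside. Gene lists were tested with a two-sided Fisher's exact test against the other genes with a transcript, per library, with Benjamini-Hochberg adjustment over 38 tests (19 lists, 2 libraries); 1 list member matched no single gene and was left out. The median fold enrichment of list members was ranked among 10000 random draws of genes with a peak. FEC followed the legend of Figure 1E, and a gene with no peak in a library was given no value. With 1 library per condition no test of E2 was made.

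Genes and lists were fixed before the data were examined. The genes named are those the paper names in its text, Figures 1D, 1F, 1H, 2 and Supplementary Figure S2, the 10 with the highest fold enrichment in each library, the 10 with the largest rise and the 10 with the largest fall of FEC, and up to 4 members of each list with the highest fold enrichment. The peaks at C3orf33, NDUFC1 and POMK, BPTF, DPY30, ASH2L, KMT2A, KMT2B and the genes of RNA polymerase III were named after their values were seen. The alternatives were other thresholds (all deposited peaks, a fold enrichment above 4 or 8, p at most 1e-06), as many peaks from each library, other windows (1000 bp outside to 100 bp inside, 2500 bp either side), other rules of overlap and of gene assignment, the mean or the nearest peak of a gene, a log2 ratio in place of FEC, chromosomes 1 to 22 and X alone, and leaving out chromosomes 1, 3, 17 and 20, which carry amplified regions in MCF7. Added after the data were seen were protein-coding genes alone, the gene body with 5 kb around it, the window for tRNA genes, and the thresholds applied to tRNA genes and to the loci.

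The functions were tested on simulated data. Of 1000 simulated peaks, 400 were made to overlap and 400 were recovered. All 300 genes given a gene-end peak were recovered, and 0 of 300 peaks placed inside genes were counted. The list test called 20 of 20 changed lists and 0 of 200 unchanged lists. The simulated genes were drawn independently, with a share of genes with a peak close to that of the library labelled without estrogen. The low share of the other library and lists of clustered genes were not simulated. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.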

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

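The tests of depth, of exchanged labels and of repeats with a high background, and the window used for tRNA genes, were chosen after the results were seen.

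Genes that the paper does not discuss carried BAP18 peaks. Of 443 tRNA genes, 199 (44.9%, exact 95% interval 40.2% to 49.7%) had a peak within 500 bp in the library labelled without estrogen and 105 (23.7%, 19.8% to 27.9%) in the library labelled with estrogen, 83 of them in both, but with as many peaks from each library the order turned, with 19.2% and 23.7%. The same genes shifted by 1 Mb gave 2.14% and 0.339%, and protein-coding genes in the same window gave 16.7% and 0.841%. Ribosomal RNA genes had peaks at 16.3% and 12.2% of 49 genes, against 2.04% and 0 after the shift.

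For the tRNA genes, neighbouring promoters are argued against, since of 286 tRNA genes over 10 kb from every protein-coding gene end, 35.7% had a peak without estrogen by label, against 2.62% after the shift. Other genes of RNA polymerase III, such as RN7SK, RPPH1, RMRP and RNY5, had peaks too, 35.1% of 37 genes against 1.35% after the shift, which is what a signal that covers this gene class would give. These genes were not limited to those far from protein-coding gene ends, and the peak of RNU6ATAC is also counted for WDR5. Neighbouring protein-coding genes therefore stay open as a source of their peaks. Extra copies, or reads placed at several tRNA genes, stay open, since the background under these peaks was 1.75 times that of other peaks, between the bounds set for and against it. A candidate biological explanation is that BAP18 lies at active RNA polymerase III genes; no control antibody or cell without BAP18 was analysed here, so it cannot be told apart from a signal that any antibody would give there.

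The library labelled without estrogen had more and higher peaks than the library labelled with estrogen. The lowest background of the latter was 1.15 times that of the former. This goes against lower depth only if the value scales with the reads of a BAP18 library. Read totals and the scaling of the peak caller are not known, so lower depth of the library labelled with estrogen was not settled. A lower yield of its immunoprecipitation may account for the pattern, since the pileup at shared peaks fell by a similar factor in each class of peak, with the highest class median 1.07 times the lowest, but an effect of E2 on all sites, which was not tested, would look alike, and with 1 library each they cannot be told apart. Exchanged labels also stay open. Of 50 genes of Figure 1F with a peak in both libraries, 43 lay closer to the figure's colours, read by eye, with the labels exchanged and 7 as labelled. The figure shows 45 of the 50 higher with E2, and 44 were higher without estrogen by label, as were 514 of 642 shared peaks. The count of 43 mostly follows from these directions. For the 50 genes, each value is the highest deposited peak of a library over the gene body and 5 kb around it. The peaks compared can therefore lie at different sites, and the list labelled without estrogen holds more deposited peaks to take the highest from. Among genes with a peak in 1 library alone, 5 lay as labelled and 3 as exchanged. All of them are higher with E2 in the figure, so the library that held the peak fixed this split, which decides nothing. The paper's other measures do not settle whether the labels were exchanged. It gives 1211 as binding sites induced upon E2, with a fold induction above 2. Its 674 E2-independent and 537 E2-dependent genes together make the same number, so what 1211 counts is not clear. Read as a total with E2, it runs as labelled, near the 1208 peaks labelled with estrogen against 27256 in the other library. Read as induced sites, it is another kind of count, and its closeness to 1208 decides nothing. The following measures run as labelled. The paper's 1408 E2-absent genes outnumber its 537 E2-dependent genes as 10148 outnumber 153 by label. The intergenic share in Figure 1B, of genes by its legend and read by eye, is highest in the E2-dependent group. Here it is highest in the peaks only labelled with estrogen. CXCR2, GAL and EGF, which the paper gives as E2-dependent, had deposited peaks only in the library labelled with estrogen. Their FDRs there were 0.268, 0.494 and 0.494, and GAL and EGF are already among the 5 genes above. Other measures of the paper run the opposite way. Figure 1E, read by eye, has more genes with a FEC above 2 than below -2, against 5 and 225 by label. BAP18 in the ChIP-qPCR of Figure 2A, read by eye, rises with E2 at CCND1, MYC, KCNK5 and FOXC1.

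Peaks found only in the library labelled with estrogen were seldom at gene ends. Of the 509 that overlapped no deposited peak of the other library, 16.5% (13.4% to 20.0%) lay at a gene end, against 13.4% after a shift of 1 Mb. Repeats with a high background are argued against, since their background was 0.515 times that of the shared peaks. Chance calls near the detection limit cannot be told apart from BAP18 sites away from genes. Shared peaks of the same p range lay at gene ends 3.73 times as often, but every one of them was chosen by its presence in both lists, which leaves chance calls out, so the bound set in advance for this test decides nothing.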

How the results depend on the processing

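Protein-coding genes alone, the gene body with 5 kb around it, and the thresholds applied to tRNA genes and to the loci were chosen after the data were seen. The motif alternatives were not run, since no genome sequence was used here. The library labelled without estrogen had more genes found only there under every alternative run and more peaks under each that did not fix their number, and fewer genes had a FEC above 2 than below -2 under each. Read totals are not known, so what depth limits in either list was not tested. Fewer or more peaks or genes are what a threshold or window changes by construction; for the shares below, the cause was not tested. Of list results under alternatives, 295 were the same, 22 no longer passed, 19 newly passed and 6 turned direction; a list that passed in neither setting is counted as the same, since no direction was called. Of FEC values of 43 named genes, 260 were the same, 37 moved and 16 changed sign.

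In what follows, paired values are for the libraries labelled without and with estrogen. With all deposited peaks, the lists held 119852 and 52982 peaks, 24.4% and 16.3% of them at gene ends (23.6% of those only without estrogen by label, 41.9% of those in both, 13.3% of those only with), 10.0% of peaks labelled with estrogen overlapped the other library, 16981, 5649 and 3478 genes fell in the groups only without, both and only with estrogen, 44 genes had a FEC above 2 and 1523 below -2, chromosomes 1, 3, 17 and 20 held 23.7% of peaks labelled without estrogen, 66 and 23 peaks lay at the 7 loci, and 53.5% and 46.5% of tRNA genes had a peak. With a fold enrichment above 4, 33.8% of peaks labelled without estrogen and 33.3% of those only there lay at gene ends, and the overlap was 46.6%. With a fold enrichment above 8, there were 861 and 21 peaks, 57.3% at gene ends without estrogen by label (57.5% only there, 47.1% in both, 0 only with), an overlap of 76.2%, 663, 10 and 1 genes in the groups, 1 gene with a FEC above 2 and 7 below -2, 26.7% and 19.0% of peaks on chromosomes 1, 3, 17 and 20, 1 peak at the loci without estrogen by label, 12.9% and 1.58% of tRNA genes, and 1 and 0 lists past the adjusted p. With p at most 1e-06, there were 13912 peaks without estrogen by label, 44.0% and 37.7% at gene ends (43.4% only without), an overlap of 46.3%, 231 genes only with estrogen, 2 genes with a FEC above 2, 26.3% of peaks without estrogen by label on those chromosomes, and 11 at the loci.

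With as many peaks per library, 56.4% of peaks without estrogen by label lay at gene ends (56.8% only there, 33.1% only with), the overlap was 30.0%, the groups held 668, 232 and 379 genes, 1 peak without estrogen by label lay at the loci, 19.2% of tRNA genes had a peak there, and 6 lists passed there. With a window of 1000 bp outside to 100 bp inside, 20.1% and 25.4% of peaks lay at gene ends (19.6%, 39.7% and 6.54% of the groups), the groups held 5934, 249 and 101 genes, and 122 genes had a FEC below -2. With 2500 bp either side, 42.0% and 48.1% lay there (41.2% only without, 76.4% in both), 702 genes were in both and 81 only with estrogen, 10 had a FEC above 2 and 351 below -2, and 17 and 5 lists passed. A reciprocal overlap of 50% gave 28.1% and centres within 500 bp 49.3%. The gene with the nearest end gave 16550, 830 and 247 genes. Protein-coding genes alone gave 23.5% and 25% at gene ends (23.2%, 35.9% and 10.4%) and 6100, 264 and 83 genes. The peak nearest the gene end gave 16 genes with a FEC above 2, the gene body with 5 kb gave 51 above 2 and 4335 below -2, and a log2 ratio beyond 1 gave 0 and 86.

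With a fold enrichment above 8 the odds ratio turned to 0 for cell cycle and housekeeping genes in the library labelled without estrogen and for heat shock and CTCF and cohesin genes in the library labelled with estrogen, as no member was left; as many peaks per library also left 0 for housekeeping genes. With all deposited peaks HOX genes had an odds ratio of 2.87 with estrogen by label. FEC changed sign for CTC1 (0.702 with the mean, 4.38 with the nearest peak), FLJ32255 (0.195 and 4.71), and, with the nearest peak, MIR6748 (0.495), RCCD1-AS1 (4.56, and the same with 2500 bp either side) and UNC45A (4.56). With 2500 bp either side and with the gene body and 5 kb, it changed sign for HCG11 (-11.6), LOC102724593 (-10.6), PTEN (-0.404) and ZNF544 (-2.01).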

Differences from the paper's values

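The window over the gene body and 5 kb around it was chosen after the data were seen, and the other alternatives were set before the data were examined. The paper's gene counts are set beside counts at the FDR and fold enrichment of its methods, but with the window at both gene ends, since the gene table gave no strand.

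The paper's text gives 1408 E2-absent genes, and 10148 genes had a gene-end peak only in the library labelled without estrogen. None of the alternatives came within 1.5 times of the paper's count: all deposited peaks gave 16981, a fold enrichment above 4 or 8 gave 8762 or 663, p at most 1e-06 gave 6903, as many peaks per library gave 668, and the other windows, chromosomes and gene assignment gave 5934 to 16550. The paper's 537 E2-dependent genes stand against 153; as many peaks per library gave 379, which is within 1.5 times, and the other alternatives, from 1 gene at a fold enrichment above 8 to 3478 with all deposited peaks, did not. The totals of Figure 1A, about 2100 and about 1200 genes, read by eye, stand against 10606 and 611. For the first none of the alternatives came within 1.5 times, and for the second the gene with the nearest end, at 1077, did and the other alternatives did not.

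The legend of Figure 1B describes its percentages as counts of genes, while the shares set beside them here are of peaks, so the quantities are not the same. In Figure 1B about 52% of the E2-dependent group lie at promoters, read by eye, against 19.6% at gene ends, and none of the alternatives came within 1.5 times. Intergenic shares in Figure 1B are about 7.2%, about 5.8% and about 13%, read by eye, for the E2-absent, E2-independent and E2-dependent groups, against 18.7%, 14.7% and 35.5% outside genes and gene ends. A fold enrichment above 8 (5.69%) and as many peaks per library (7.03%) came within 1.5 times for the first group, and the other alternatives did not; for the second and the third none did.

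In Figure 1E about 150 genes have a FEC above 2 and about 23 a FEC below -2, read by eye, against 5 and 225. The text and the panel give different P thresholds for these counts, and neither was applied to the counts given here; with p at most 1e-06 they were 2 and 255. None of the alternatives came within 1.5 times for either. The fold enrichment of MYC without E2 is about 3.5 in Figure 1F, read by eye, against 6.75. A window of 1000 bp outside to 100 bp inside and the peak nearest the gene end, both at 4.07, came within 1.5 times, and the other alternatives did not. For CCND1 it is about 2 in Figure 1F, read by eye, against 4.07, and none of the alternatives came within 1.5 times.

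The paper states that most peaks of each group lie in promoter regions. Gene-end peaks made up 56.2% of the shared peaks, but 34.5% and 19.6% of those found in 1 library. With as many peaks per library these shares were 55.3%, 56.8% and 33.1%, so that 2 of the 3 groups lay mostly at gene ends. It shows most genes of Figure 1F higher with E2. Over the gene body and 5 kb around it, 50 had a deposited peak of any FDR in both libraries. By the highest peak of each library, which can lie at different sites, 44 of them were higher in the library labelled without estrogen. The other 6 were INSR, TAL1, GNAT3, ERMP1, SLC22A3 and SIRT5, with 7.83 against 5.17 at ERMP1, and at gene ends INSR had 5.24 against 3.95 and PTEN 5.03 against 4.87. MYC and CCND1 are given as genes to which BAP18 is recruited upon E2, and both had peaks at the thresholds only in the library labelled without estrogen. With a fold enrichment above 8, or with as many peaks per library, MYC kept a peak there and CCND1 had none in either library. With the gene body and 5 kb around it and peaks of any FDR, a setting chosen after seeing the values, MYC had 10.2 without and 3.54 with estrogen by label, and FOXC1 5.75 and 3.75. CXCR2, GAL, EGF and IL7 are given as bound in the E2-dependent group, and none had a peak at the thresholds; all 4 had deposited peaks of higher FDR in the library labelled with estrogen, and the first 3 only there. VEGF is given as a gene without BAP18 recruitment by ChIP-qPCR, which used primers for upstream sequence. VEGFA had no gene-end peak at the thresholds in either library. In the wider region, within 50 kb on either side, it had 4 peaks at the thresholds without and 0 with estrogen by label. The highest, of 6.33, lay inside the gene, and another of 4.87 across the gene's start had its centre 293 bp inside it.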

Other observations

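The window for short genes and the thresholds applied to tRNA genes were chosen after the first results were seen.

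Genes of RNA polymerase III other than tRNA genes carried BAP18 peaks in the library labelled without estrogen. RNU6-9, a U6 spliceosomal RNA gene, had a fold enrichment of 8.71, RNU6ATAC 6.98, the signal recognition particle RNA genes RN7SL1 and RN7SL2 6.39 and 6.33, the Y RNA genes RNY5 and RNY1 6.33 and 6.15, RMRP 5.23, RPPH1 and RN7SK 4.87 each, and the vault RNA gene VTRNA1-1 3.70. Leaving out the 5S ribosomal RNA genes, 12 of 20 had a peak. In the library labelled with estrogen RN7SL2 with 5.98 and RNU6-8 with 6.10 had one. Peaks at tRNA genes were 0.635% of the peaks labelled without and 6.95% of those labelled with estrogen, and 10 and 18 of the 100 peaks of highest fold enrichment in each library. Small nuclear RNA genes had peaks at 11.0% in the library labelled without estrogen against 0.325% after a shift by 1 Mb, while small nucleolar RNA genes had peaks at 1.00% against 1.21%.

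The genes whose products form the COMPASS-like core that the paper studies as partners of BAP18 were among those with gene-end peaks in the library labelled without estrogen. DPY30 had a fold enrichment of 5.86, ASH2L 4.11 and the methyltransferase genes KMT2B and KMT2A 6.59 and 6.24. BPTF, the largest NURF subunit, had 7.75, as did the cohesin release gene WAPL. All of these but WAPL were named after their values were seen. The members of the chromatin remodelling list with a peak had a median fold enrichment of 6.59, above 99.96% of random draws of as many genes with a peak, and those of the COMPASS-like list a median of 5.90, above 99.47%. The histone genes with a peak had a median of 4.69, above 36.08% of draws. In each case the ranks describe 1 library.

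Chromosomes 1, 3, 17 and 20, which carry amplified regions in MCF7, held 25.8% of the peaks labelled without and 23.5% of those labelled with estrogen, against 19.6% of the length of chromosomes 1 to 22 and X. Chromosome 5 held 127 peaks labelled with estrogen, 65 of which were in no peak of the other library.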
